# Mutation in Integrin-Linked Kinase (ILK^*R211A*^) and Heat-Shock Protein 70 Comprise a Broadly Cardioprotective Complex

**DOI:** 10.1371/journal.pone.0077331

**Published:** 2013-11-18

**Authors:** Alexandra Traister, Mark Walsh, Shabana Aafaqi, Mingliang Lu, Xiaojing Dai, Mark R. Henkleman, Abdul Momen, Yu-Quing Zhou, Mansoor Husain, Sara Arab, Sara Piran, Gregory Hannigan, John G. Coles

## Abstract

**Rationale:**

Integrin-linked kinase (ILK) has been proposed as a novel molecular target that has translational potential in diverse cardiac diseases, since its upregulation promotes a broadly cardioprotective phenotype. However, ILK has been implicated as both a cardioprotective and oncogenic target, which imposes therapeutic constraints that are generally relevant to the translational potential of many kinases.

**Objective:**

To study the cardioprotective properties of the activation-resistant, non-oncogenic, mutation of ILK (ILK^*R211A*^) against experimental MI *in* *vivo* and Doxorubicin induced apoptosis *in* *vitro* and it’s relationships to stress induced heat shock proteins.

**Methods/Results:**

The transgenic mouse heart over-expressing a point mutation in the ILK pleckstrin homology (PH) domain (Tg^*R211A*^) exhibits a highly cardioprotective phenotype based on LAD-ligation-induced MI reduction *in* *vivo*, and on protection against doxorubicin (DOX)-induced cardiomyocyte apoptosis when overexpressed in human induced pluripotent stem cell (iPS)-derived cardiomyocytes *in* *vitro*. Intriguingly, the degree of cardioprotection seen with the ILK^*R211A*^ mutation exceeded that with the ILK^*S343D*^ mutation. Microarray and immunoprecipitation analyses revealed upregulation of expression levels and specific binding of ILK^*WT*^, ILK^*S343D*^ and ILK^*R211A*^ to both constitutively active heat-shock protein 70 (Hsc70) and inducible Hsp70 in response to MI, and to acute ILK overexpression in iPSC-cardiomyocytes. ILK-mediated cardioprotection was shown to depend upon Hsp70 ATPase activity.

**Conclusions:**

These findings indicate that wild type ILK and the non-oncogenic ILK^*R211A*^ mutation comprise a cardioprotective module with Hsp/c70. These results advance a novel target discovery theme in which kinase mutations can be safely engineered to enhance cardioprotective effects.

## Introduction

Little progress has been made in the past decade on mitigating the increasingly large clinical and economic impacts of heart failure (HF). Large Phase III trials have so far failed to identify safe and clearly effective therapies based on molecular mechanisms in HF[1]. Integrin-linked kinase (ILK) has been proposed as a novel molecular target that has translational potential in diverse cardiac diseases, since its upregulation promotes a broadly cardioprotective phenotype[2-4]. ILK activation by growth factor stimulation is normally regulated downstream of phosphatidylinositol 3-kinase (PI3K) by phosphatidylinositol (3–5)-trisphosphate (PIP3), which binds with the central pleckstrin homology (PH)-like domain of ILK[5]. ILK^*R211A*^ carries a synthetic arginine (R) to alanine (A) point mutation in its PH domain which makes it deficient in membrane PIP3 binding and renders it resistant to PI3K-dependent activation[2,6], [7]. The ILK^*R211A*^ mutation is of translational interest since wild type ILK, as is the case with other cytoprotective Ser/Thr kinases such as PKB/Akt[8], has been implicated as an oncogene[7,9-11]. To explore the cardioprotective properties of ILK, we generated and performed LAD ligation in two distinct transgenic mouse models: one using a constitutively-active serine (S) to aspartate (D) substitution in the putative autophosphorylation site of the human ILK gene (Tg^*S343D*^)[12]; the other expressing the activation-resistant Tg^*R211A*^ variant in the myocardium[2,6,7] .

Here we show that the presumed activation-resistant, non-oncogenic ILK^*R211A*^ mutation[6,7] is cardioprotective against experimental MI *in vivo* and Doxorubicin-induced apoptosis in human cardiomyocytes *in vitro*. We also show that both wild type and R211A ILK mutations are client molecules of the constitutively active and stress-inducible heat-shock protein 70 (Hsc/p70), and that both ILK and Hsp70 are required for the broadly cardioprotective phenotype induced by ILK upregulation.

## Results

### Transgenic Myocardial Expression of ILK^*R211A*^ is Protective Against MI

The cardiac phenotypic responses to LAD ligation were determined in transgenic mice conveying the ILK^*R211A*^ or ILK^*S343D*^ mutations as assessed at 28 days to allow post-MI remodeling to occur. The ILK^*R211A*^ mouse exhibited a cardioprotective phenotype against LAD ligation that was greater than that in the activated ILK^*S343D*^ genotype (Figure 1A, B and Tables S1, S2). Based upon echocardiographic measurements of akinetic LV wall segment length, Tg^*R211A*^ mice sustained significantly smaller infarcts compared to littermate controls and to that in Tg^*S343D*^ mice [p(ANOVA) <0.05 for both comparisons] (Figure 1C). Tg^*R211A*^ mice exhibited a significant increase in stroke volume (p=0.04) and decrease in heart rate (p=0.02) relative to that of the Tg^*S343D*^ genotype at 28 days post MI consistent with improved cardiac function (Table S1). Thus, Tg^*R211A*^ mice exhibited significantly smaller infarcts and improved function in response to LAD ligation relative to both littermate controls and to Tg^*S343D*^ mice.

**Figure 1:**
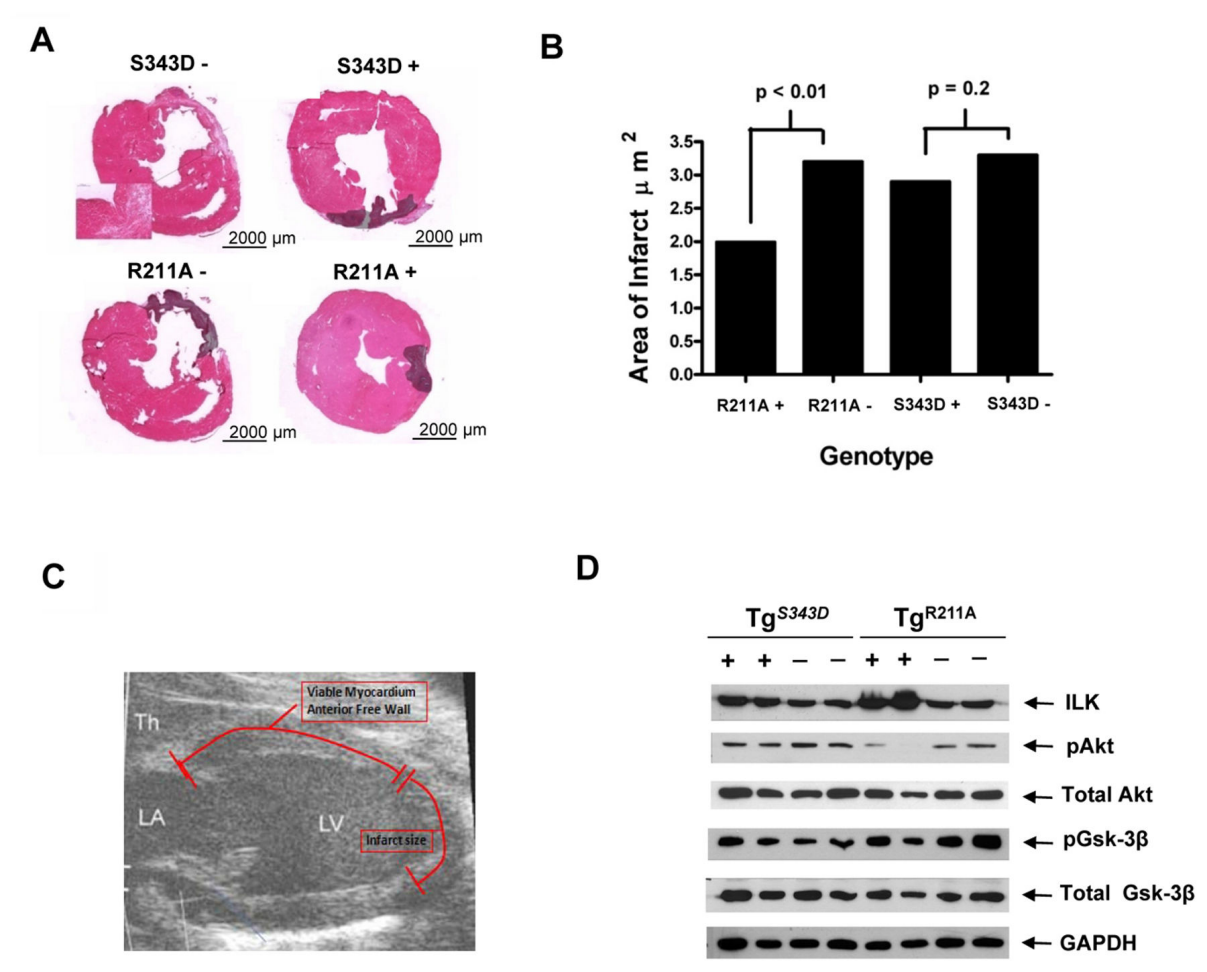
ILK^*R211A*^ Improves Post-Infarct Remodeling. **A**, H & E staining of axial sections 28 days post LAD ligation in transgenic (Tg) mice with cardiac-specific over-expression of constitutively-active (S343D+) or R211A+ mutation and littermate controls (S343D- and R211A-). Scale bar, 200 µm (high magnification), 2000 µm (low magnification). **B**, Planimetric calculations indicate a significant reduction in infarct size in R211A genotype, p(ANOVA) <0.01, and a similar trend in the S343D genotype. **C**, Echocardiographic measurements show a reduction in infarct size and reciprocal increase in region of viable myocardium in favor of R211A (p=0.04; p=0.001, respectively) and S343D (p=0.12; p=0.05) genotypes as compared to their littermate controls. Detailed measurements are provided in Tables S1 and S2, Online Supplement. **D**, Western blot showing the protein levels of phosphorylated Akt (pAkt) and Gsk-3β and total amounts of Akt and Gsk-3β in post-MI border zone myocardial lysates derived from two Tg^*S343D*^ and two Tg^*R211A*^ mice (+) and their littermate controls (-). GAPDH was used as a loading control.

Since ILK is a protein Ser/Thr kinase that causes phosphorylation of Akt/PKB on Ser473 and glycogen synthase kinase-3β (Gsk-3β) on Ser9[11], and the ILK^*R211A*^ mutation is thought to be either null or inhibitory to canonical ILK signaling[6,7,13], we measured the phosphorylation status of these ILK prosurvival targets in border zone of post-MI myocardium. Interestingly, ILK^*R211A*^ lysates showed a clear downregulation in the p(ser473)-Akt signal (Figure 1D). The findings that the activation-resistant ILK^*R211A*^ mutation was more potently cardioprotective than that of the catalytically-active ILK^*S343D*^, yet is suppressive to Akt activation, suggest that improved post MI remodeling is due to the scaffolding[14,15] rather than catalytic properties[5,6] resulting from ILK^R211A^ upregulation.

### Wild Type and ILK Mutations Form Heat-Shock Protein 70 Complexes

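Left ventricular RNA from 12 mice aged 8 to 9 weeks was hybridized to Affymetrix arrays of mouse genes, with 1 array per mouse. By their labels, 3 hearts came from Tg R211A mice, 3 from Tg S343D mice and 6 from wild type littermate controls. The controls carry 2 series of replicate numbers, called the first set and the second set here. No source used here says which transgenic line a set belongs to, so all 6 mice were the controls in each comparison and each set alone was an alternative. The hearts are numbered from 1 to 12, and the Tg S343D mice and the first set hold numbers 1 to 6, whereas the Tg R211A mice and the second set hold numbers 7 to 12. Replicate 1 of the first set is labelled male and the other mice are labelled female. Its signals of the sex-linked genes Xist and Eif2s3y lay within the range of the other mice, which does not bear out this label. The methods of the paper describe 4 groups of R211A genotypes with and without MI for these hybridizations, whereas the labels name 3 genotypes and no surgery. Whether a heart was operated on is not given by the labels, and no comparison by MI was made here.

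The deposited values are MAS5 signal intensities, scaled by the authors so that the mean without the lowest and highest 2% of probe sets is 149 on each array. The median signal ranged from 41.5 to 46.5 in Tg R211A hearts, from 45.1 to 49.1 in Tg S343D hearts and from 43.1 to 47.1 in littermate controls. The number of arrays limits the precision of all values. Of 45037 probe sets other than array controls, 22519 had a mean log2 signal at or above the median of 5.44, a signal of 43.5, and were tested. The test was limma's moderated test on log2 signal with 3 genotype groups, two-sided, with Benjamini-Hochberg adjustment over the tested probe sets and a threshold of 0.05. A gene was read from its probe set with the highest mean signal. On simulated data with known changes, 2-fold changes were recovered in 87.2% of cases for Tg R211A hearts against controls, in 85.2% for Tg S343D hearts against controls and in 77.2% between the lines, and between 5.73% and 6.1% of the calls were false. Each simulated dataset held 200 changed probe sets, more than were called in the real data, and recovery with fewer was not simulated.

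Ilk, the gene whose mutated human form each line expresses, followed the labels. Its signal was 8800 ± 682 (SD, n = 3) in Tg R211A hearts, 3520 ± 434 (SD, n = 3) in Tg S343D hearts and 601 ± 39 (SD, n = 6) in littermate controls. Relative to the controls it was 14.6-fold higher in Tg R211A hearts (log2 fold change 3.87, standard error 0.0794, adjusted p = 3.8e-13 from limma) and 5.83-fold higher in Tg S343D hearts (log2 fold change 2.54, adjusted p = 1.6e-10). The probes were made for mouse Ilk, and how well they detect the human transcript is not known.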

To explore the mechanism through which the ILK^*R211A*^ mutation in transgenic mice hearts conferred a greater degree of cardioprotection, microarray analysis was performed in the hearts of Tg^*R211A*^ and Tg^*S343D*^. 

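In Tg R211A hearts, transcripts of stress-inducible chaperones were higher than in littermate controls, and those of the inducible Hsp70 genes Hspa1a and Hspa1b differed most among them. The signal of Hspa1a was 135 ± 37.7 (SD, n = 3) in Tg R211A hearts and 40.3 ± 9.04 (SD, n = 6) in the controls, a 3.31-fold difference (log2 fold change 1.73, standard error 0.231, adjusted p = 0.00316 from limma). The control signal is below the filter limit of 43.5, so this fold rests on a dim baseline. Hspa1b, whose coding sequence is nearly identical to that of Hspa1a, had a signal of 232 ± 29.5 in Tg R211A hearts and 83 ± 10.7 in the controls, a 2.8-fold difference (adjusted p = 0.00315 from limma). Hsph1, an HSP110 family member that assists Hsp70, rose 2.43-fold, with signals of 1150 ± 177 and 477 ± 81.5 (log2 fold change 1.28, standard error 0.175). Hsp90aa1, the inducible cytosolic Hsp90, rose 1.8-fold, with signals of 2850 ± 764 and 1550 ± 76.8 (log2 fold change 0.85, adjusted p = 0.0044 from limma). For each of these 4 genes, every Tg R211A heart had a higher signal than every control (exact permutation test, p = 0.0119, the smallest that 3 mice against 6 allow). All 4 calls held when any 1 mouse was left out.

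In Tg S343D hearts the same genes were near the level of the controls. Their signals were 42.6 ± 9.94 for Hspa1a, 98 ± 32.6 for Hspa1b, 478 ± 151 for Hsph1 and 1600 ± 194 for Hsp90aa1 (SD, n = 3), with log2 fold changes of 0.08, 0.19, -0.02 and 0.05 (adjusted p = 0.995 for each from limma). Ilk was the 1 probe set that passed the threshold in Tg S343D hearts, while 897 had an unadjusted p under 0.05, where chance alone gives 1126. Compared directly, Tg R211A hearts had 3.13-fold more Hspa1a than Tg S343D hearts (log2 difference 1.65, standard error 0.267, adjusted p = 0.0217 from limma), a fold that also rests on a signal below the filter limit. The log2 differences were 1.30 for Hspa1b (adjusted p = 0.0257), 1.30 for Hsph1 (adjusted p = 0.0163) and 0.80 for Hsp90aa1 (adjusted p = 0.0331). Ilk itself was also higher in Tg R211A than in Tg S343D hearts, by a log2 difference of 1.33 (adjusted p = 1.12e-05 from limma). Line and range of heart numbers go together here, so log2 fold changes against the control set in the same range are given. Tg R211A hearts against the second set had 1.55 for Hspa1a, 1.47 for Hspa1b, 1.35 for Hsph1 and 0.81 for Hsp90aa1. Tg S343D hearts against the first set had 0.26, 0.20, -0.10 and 0.08. The difference between these changes was not tested. With 3 mice per line, the calls between the lines depended on single mice: that of Hspa1a ended without Tg R211A or Tg S343D replicate 2 or 3 (adjusted p up to 0.122), that of Hspa1b without any mouse except Tg S343D replicate 2 (up to 0.136), and that of Hsph1 without Tg R211A replicate 2 or 3 or Tg S343D replicate 1 or 2 (up to 0.115). That of Hsp90aa1 ended without any mouse except Tg R211A replicate 1 (adjusted p up to 0.206), and its controls include 1 mouse, replicate 3 of the second set, that lies above the others at 1695.

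**Figure D1:**
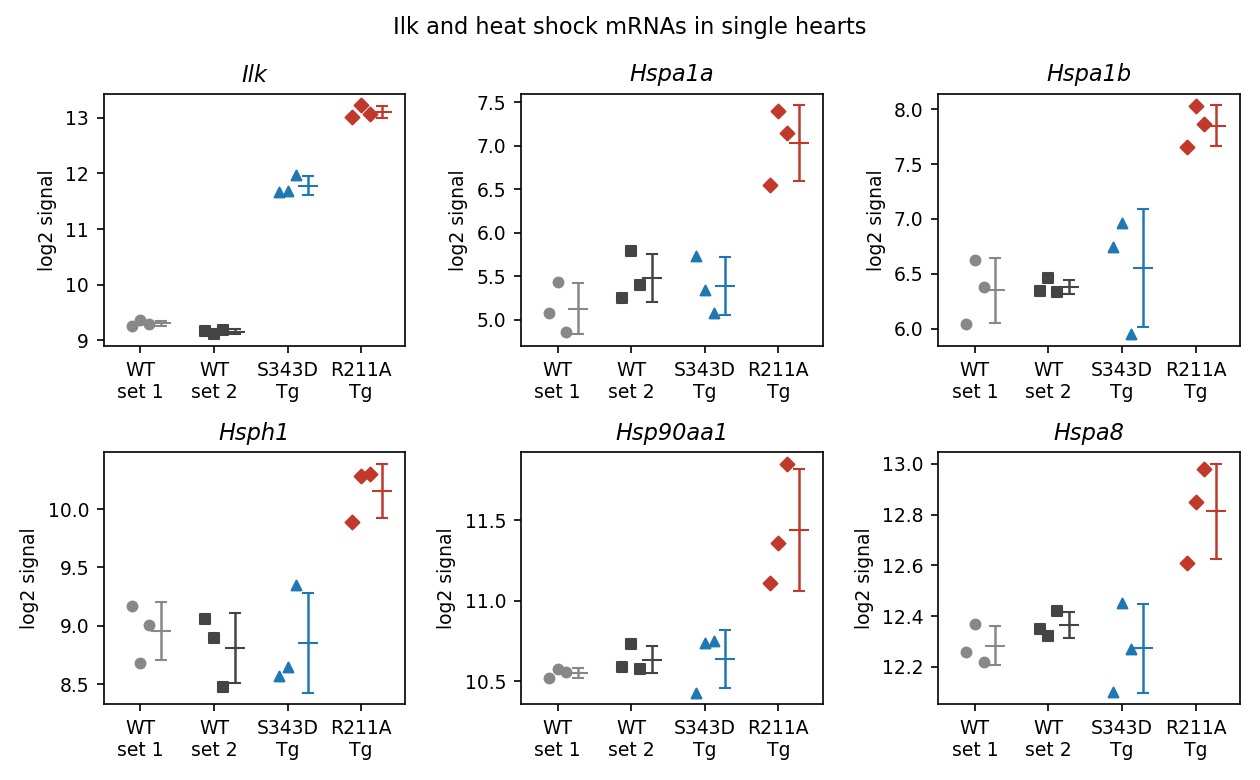
Log2 signal (y axis) of Ilk, Hspa1a, Hspa1b, Hsph1, Hsp90aa1 and Hspa8 in each mouse, with WT standing for littermate controls (first set grey circles, second set dark squares), blue triangles for Tg S343D and red diamonds for Tg R211A hearts, and bars for mean ± SD. In all 6 panels the 3 Tg R211A hearts lie above the 6 controls.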

ILK^*R211A*^ mutation compared to littermate controls elicited a robust heat shock mRNA response (Figures S1 and S2; Table S3), featuring dominant activation of heat shock protein 70 (Hsp70) (~3-fold) that was most pronounced in the ILK^*R211A*^ as compared to the ILK^*S343D*^ mutation (not shown). The top Gene Ontology (GO) Biological Processes categories significantly upregulated in the R211A genotype included protein folding, response to stress, chaperone cofactor-dependent protein folding, endoplasmic reticulum stress, and post-translational protein folding (p < 0.001 for all GO categories). 

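Members of the HSP70 and HSP110 family and of HSP90 with its co-chaperones rose in Tg R211A hearts relative to littermate controls. Of 14 measured genes of the HSP70 and HSP110 family, 4 rose and 0 fell: Hspa1a, Hspa1b, Hsph1 and the constitutive Hspa8 (5 rose when adjusted over the list alone, Hspa4l being the other). The mitochondrial member Hspa9 had a log2 fold change of 0.01 (adjusted p = 0.987) and the endoplasmic reticulum member Hspa5 one of -0.29 (adjusted p = 0.689). Of 26 genes of HSP90 and its co-chaperones, 3 rose and 0 fell: Hsp90aa1, Stip1 and Unc45b, a myosin chaperone of striated muscle whose signal was 2510 ± 193 (SD, n = 3) in Tg R211A hearts and 1720 ± 139 (SD, n = 6) in the controls (log2 fold change 0.54, adjusted p = 0.00329 from limma). Adjusted over the list alone, 8 of the 26 rose and 1 fell, the mitochondrial import receptor Tomm70a. Among 15 chaperonin and prefoldin genes, 0 passed limma's test and 3 had an unadjusted p under 0.05 (2 rose when adjusted over the list alone, the mitochondrial chaperonins Hspd1 and Hspe1). Among 25 DNAJ genes, 0 passed limma's test and 6 had an unadjusted p under 0.05 (2 rose when adjusted over the list alone, Dnaja1 and Dnajb1). Among 8 small heat shock proteins, 0 passed and 2 had an unadjusted p under 0.05 (1 rose when adjusted over the list alone, Hspb1).

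Of 33 measured genes of endoplasmic reticulum stress and the unfolded protein response, 0 rose and 1 fell, and 9 had an unadjusted p under 0.05, of which 7 were lower (1 rose and 1 fell when adjusted over the list alone). The gene that fell was Atf6, a sensor of unfolded proteins, with a log2 fold change of -0.45 (standard error 0.0728, adjusted p = 0.0148 from limma). Herpud1, which acts in endoplasmic reticulum-associated degradation, had a log2 fold change of 0.49 (adjusted p = 0.23), and Manf, a secreted protein of the same response, one of -0.45 (adjusted p = 0.545). The call of Atf6 ended without Tg R211A replicate 1 or 3 (adjusted p up to 0.12), and its gene lies near Ifi202b on chromosome 1, where other genes also changed. By limma, Atf6 was not called against the second control set alone (adjusted p = 0.117). Its other probe sets were not called against all controls (adjusted p = 0.835 and 0.81).

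Each list was tested against all other genes with limma's camera at a preset correlation. The median log2 fold change was 0.097 for the HSP70 and HSP110 family (adjusted p = 1.33e-06, and adjusted p = 0.00551 with an estimated correlation). It was 0.082 for HSP90 and its co-chaperones (adjusted p = 9.39e-05, but adjusted p = 0.148 with an estimated correlation) and 0.098 for the chaperonins and prefoldin (adjusted p = 0.000413, but adjusted p = 0.388 with an estimated correlation). Leaving out 1 mouse moved these medians to between 0.062 and 0.14, 0.049 and 0.10, and 0.062 and 0.13, without ending a call at the preset correlation. Each of these lists shares genes with Table S3, which the study chose on these samples, so their p-values are not independent evidence. The small heat shock proteins had a median of 0.082 (adjusted p = 0.0953) and the endoplasmic reticulum stress genes one of -0.069 (adjusted p = 0.0644). The latter median ranged from -0.097 to -0.001 when 1 mouse was left out, and 15 of 23 alternatives left its result the same. In the DNAJ family the median was -0.038 and the mean 0.023 (adjusted p = 0.885). The enrichment of Gene Ontology categories was not analysed here. From the microarray data the paper states that the R211A mutation elicited a heat shock mRNA response led by Hsp70, and in its discussion it proposes that this response preconditions the heart against stress.

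**Figure D2:**
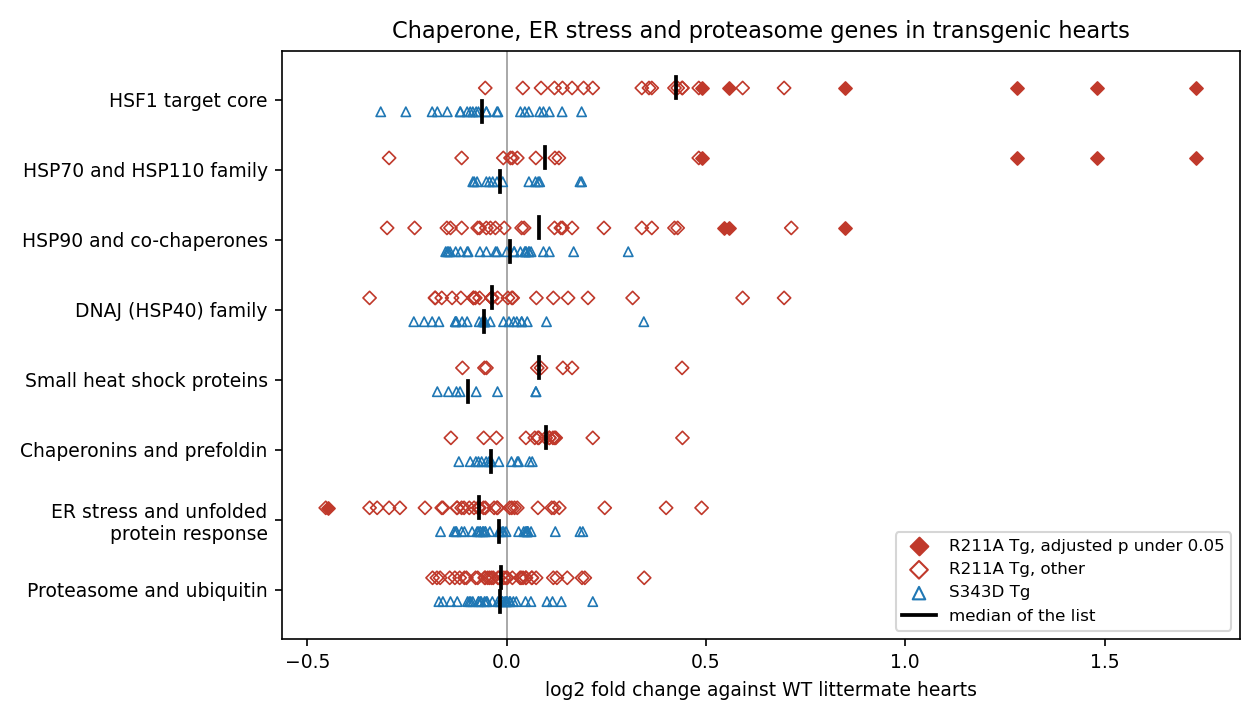
Log2 fold change against littermate controls (x axis, labelled WT) of each measured member of 8 gene lists, for Tg R211A hearts (red diamonds, filled where the adjusted p is under 0.05) and Tg S343D hearts (blue triangles), with a black bar at each list's median. In Tg R211A hearts the median is 0.43 for the HSF1 target core and -0.069 for the endoplasmic reticulum stress list.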

In line with the gene expression data, the protein expression levels of Hsp70 measured in the infarct zone of LAD-ligated Tg^*R211A*^ hearts were higher than that in littermate controls (Figure 2).

**Figure 2:**
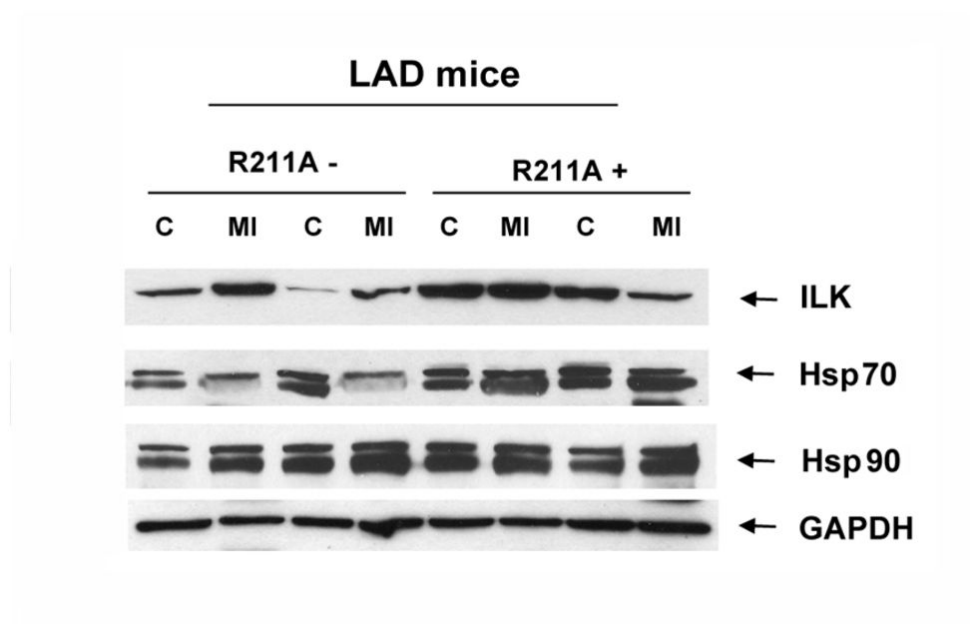
ILK^*R211A*^ induces Hsp70 expression in the infarct zone of LAD-ligated mice. Western blot analysis of the protein levels of ILK, Hsp70 and Hsp90 in the lysates of myocardial infarct zone (MI) and control, viable, non infarcted myocardial zone (C) obtained from the hearts of two 28 days post LAD ligated Tg^*R211A*^ mice (+) and their littermate controls (-). GAPDH served as a loading control.

1D and 2D SDS gels of ILK immunoprecipitates in ILK^*R211A*^ lysates were performed to identify ILK-interacting proteins (Figure 3A). The human orthologue of the major band revealed by Coomassie blue staining was recognized using mass spectrometry as heat-shock cognate protein 70 (Hsc70, also known as Hsp73). The specificity of wild type ILK, ILK^*S343D*^, and that of ILK^*R211A*^ binding to both Hsc70 and Hsp70 was demonstrated by co-immunoprecipitation (co-IP) with anti ILK antibody and confirmed by reciprocal co-IP using anti Hsp/c70 antibodies (Figures 3B). Among the ILK variants, ILK^*R211A*^ showed the highest levels of co-IP with Hsc/p70 (Figure 3B, D). We also analysed if other heat shock proteins such as Hsp90 interact with ILK. To this end we performed co-IP using anti Hsp90 antibodies in the lysates of Tg^*R211A*^ hearts, in which the strongest binding of ILK with Hsp/c70 was observed. As compared to Hsp/c70, no binding to Hsp90 was identified (Figure 3E). These results suggest that both ILK^*S343D*^ and ILK^*R211A*^ are specific client molecules of Hsc/p70.

**Figure 3:**
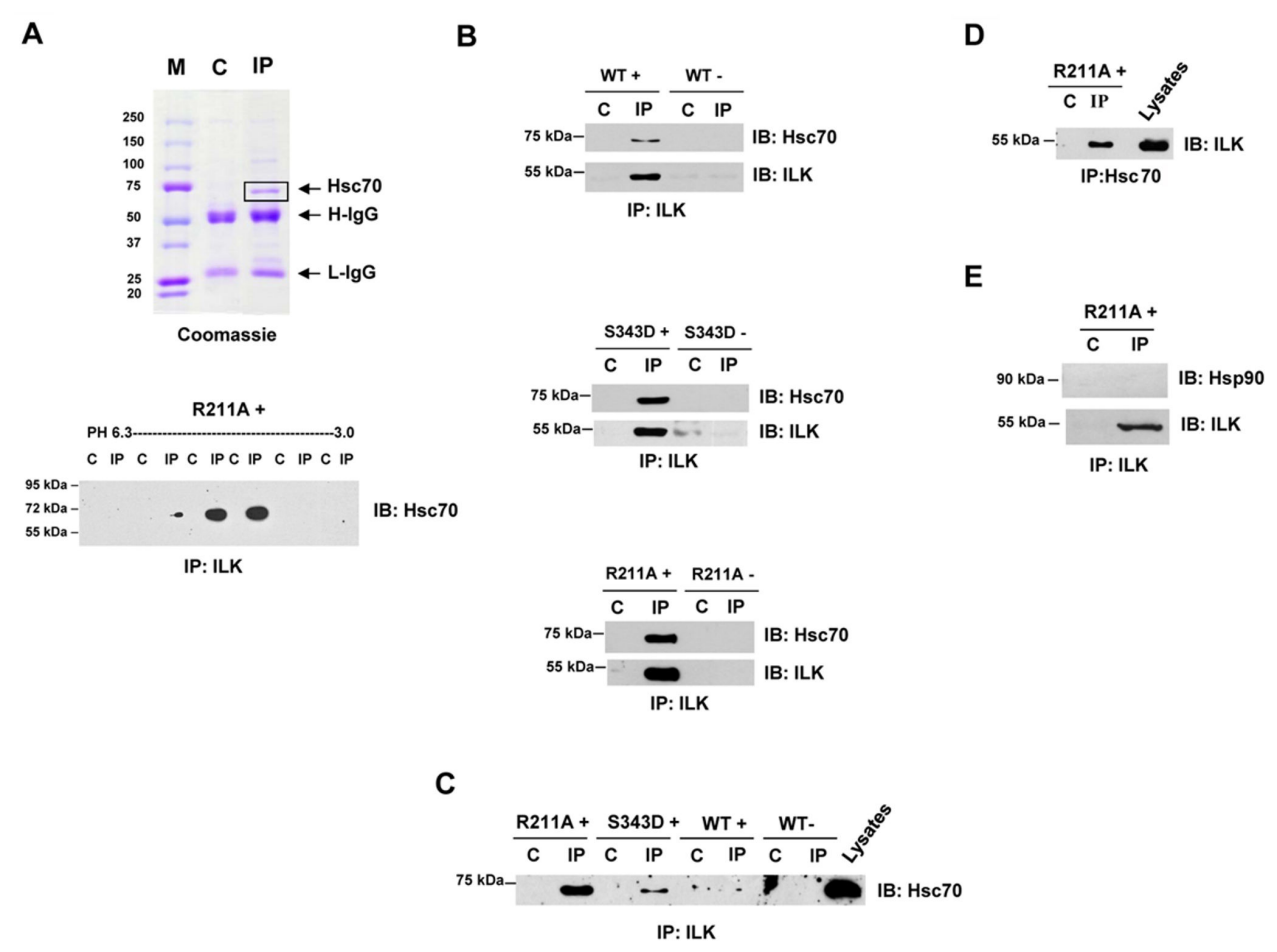
ILK forms a complex with Hsc70. **A**, (upper panel) SDS gel of ILK immunoprecipitates (IP) stained with Coomassie brilliant blue identified a major band at the size of 70 kD, which was confirmed by mass spectrometry as the mouse orthologue of heat-shock cognate protein 70 (Hsc70, also known as Hsp73). IP of ILK^*R211A*^ binds specifically to Hsc70 in 2D Isoelectric Focused (IEF)/SDS gel (lower panel). Myocardial lysates obtained from Tg^*R211A*^ hearts were immunoprecipitated using anti ILK rabbit Ab (IP) and control rabbit IgG (C) and then loaded into wells of an (IEF; pH 3.0-6.3) gel. ILK IP and C lanes were cut and inserted into wells of SDS gel, transferred and stained in Western blot using anti-Hsc70 goat Ab. **B**, ILK IPs derived from myocardial lysates of transgenic mice with cardiac-specific over-expression of ILK wild type (WT+), constitutively-active (S343D+) or activation resistant R211A+ mutations and their littermate controls (WT-, S343D- and R211A-) were probed with anti-Hsc70 antibodies. **C**, Western blot analysis demonstrating ILK IPs derived from myocardial lysates of transgenic mice showing gradient binding of ILK with Hsc70 which was the highest in R211A+, intermediate in S343D+, and lowest in WT+. **D**, Reciprocal analysis showing ILK binding in Hsc70 IP. **E**, ILK does not Co-IP with Hsp90. Co-IPs was performed in triplicate on independent samples and representative blots are shown.

### Cytoprotective Properties of ILK Depend Upon an ILK-Hsc/p70 Complex

The effect of overexpression of the wild type ILK (ILK^*WT*^) and ILK^*R211A*^ mutant was also evaluated in human induced pluripotent stem cell (iPS)-derived human cardiomyocytes[16,17] *in vitro*. Cardiomyocytes generated using this procedure are highly purified (>95%) and exhibit the structural, contractile and electrophysiological properties of bona fide cardiomyocytes[17]. Adenoviral overexpression of ILK^*R211A*^ and ILK^*WT*^ resulted in an increased expression of ILK and that of Hsc70 and Hsp70 protein levels (hereafter referred to as Hsp70 since their expression levels were found to be similar under all experimental conditions) (Figure 4A). The induction of Hsc/p70 in response to ILK^*R211A*^ and ILK^*WT*^ was also observed in rabbit cardiomyocytes (Figure 4A, right panel) thus ruling out Hsp70 induction secondary to cellular reprogramming effects. Furthermore, in both, human iPSC-derived cardiomyocytes and rabbit cardiomyocytes, ILK expression levels were significantly higher following ILK^*R211A*^ transduction as compared to those in ILK^*WT*^ overexpressing cells (Figures 4A). We also analysed if Hsp70 upregulation in ILK overexpressing cells was associated with an increase in ILK stability. Addition of the protein translational inhibitor cycloheximide showed that the rate of degradation of adenovirally-overexpressed ILK (ILK^*WT*^ and ILK^*R211A*^) was reduced compared to that of endogenous ILK, indicating an increased chaperone-mediated proteolytic stability in ILK overexpressing cells (Figure 4B). The addition of the novel adenosine-derived inhibitor of Hsc/p70-ATPase activity (Ver-155008)[18] caused a dose-dependent reduction in Hsp70 expression that was most evident in the ILK^*R211A*^ expressing cells (Figure 4C), suggesting that the induction of Hsc/p70 by ILK (WT and R211A) depends upon a functional Hsp70-ATPase chaperone cycle. 

**Figure 4:**
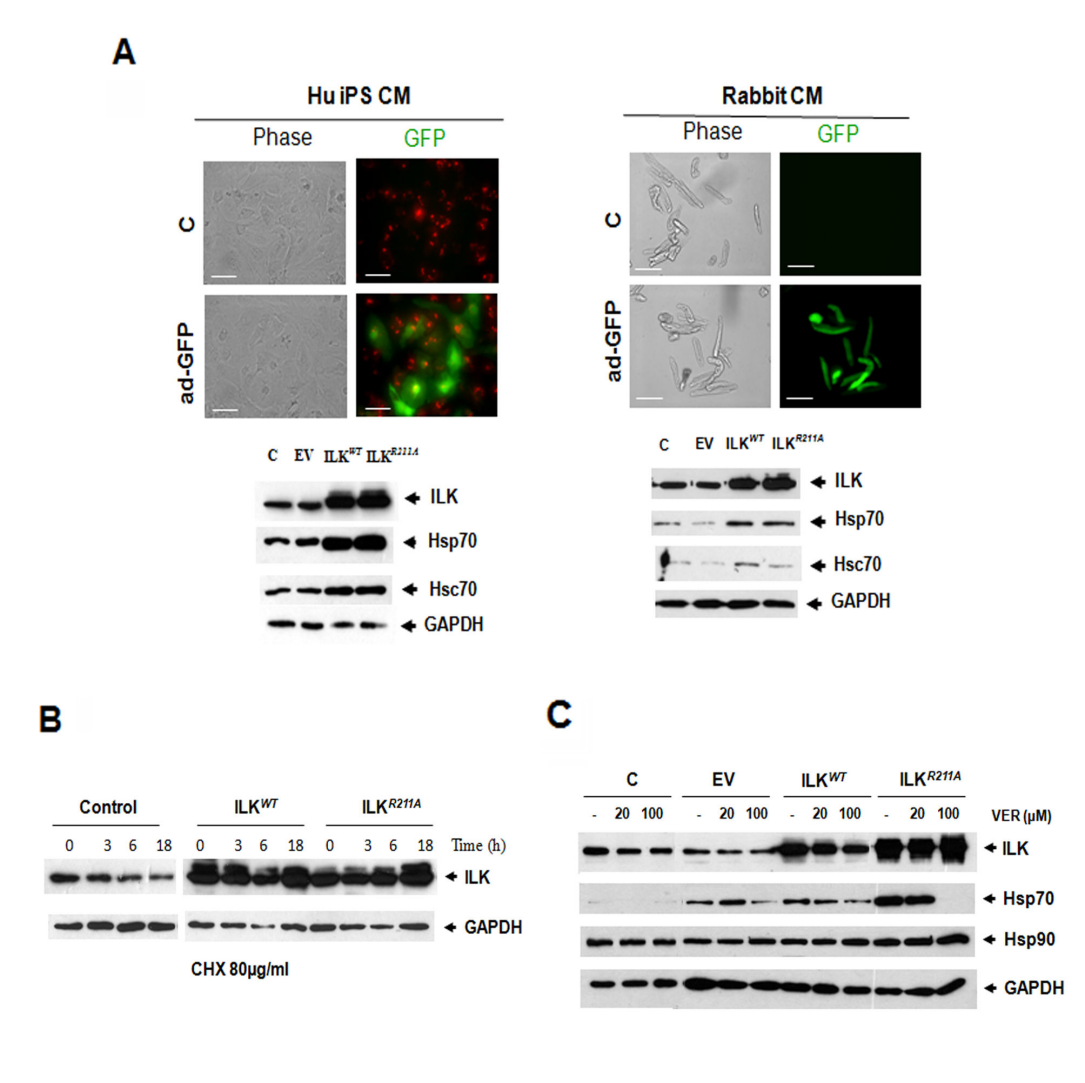
ILK Induces Hsc70 and Hsp70 Expression in Human Cardiomyocytes. **A**, (top panels) Phase contrast and fluorescent microscopy images of human IPSC-derived cardiomyocytes (Hu iPS-CMs) (on the left) and primary rabbit cardiomyocytes (on the right) transduced with GFP-linked vector (ad-GFP) versus non transduced cells (C). The Hu iPS-CM cells express monomeric red fluorescent protein and blasticidin resistance under the control of the α-myosin heavy chain promoter that allows simultaneous cardiomyocyte purification and identification. Green fluorescence indicates efficient transduction of ILK constructs. Scale bar, 80 µm. (bottom panels) Western blots showing expression levels of ILK, Hsp70 and Hsc70 in Hu iPS-CMs (on the left) and in primary rabbit cardiomyocytes (on the right) transduced with ILK^*WT*^ and ILK^*R211A*^ as compared to non-transduced cells and cells transduced with the vector bearing GFP only. GAPDH was used as a loading control. **B**, Immunoblot for ILK expression levels in Hu IPS-CMs transduced with ad-ILK^*WT*^ and ad-ILK^*R211A*^ as compared to non-transduced cells following treatment with cycloheximide (CHX) at 80 µM for 0, 3, 6 and 18 hours. **C**, Western blot analysis showing the protein levels of ILK, Hsp70 and Hsp-90 in Hu iPS-CMs transduced with ad-GFP, ad-ILK^*WT*^, ad-ILK^*R211A*^ and in non-transduced cells (C) following treatment with indicated doses of Hsc/p70-ATPase inhibitor (Ver-155008) for 24 hours. GAPDH was used as a loading control. Each experiment was performed at least three times on independent samples and one representative blot is shown.

### ILK^*WT*^ and ILK^*R211A*^ Protect Against DOX-induced Cardiotoxicity

To further investigate the Hsp/c70 dependent cardioprotective effect of ILK we used Doxorubicin (DOX), an effective and frequently used chemotherapeutic agent for various malignancies, which causes both an acute and late-onset, dose-limiting cardiomyopathy[19,20]. DOX (1μM) was shown to induce ~50% apoptosis rate (EC_50_) in empty vector control-treated iPS-derived cardiomyocytes (Figure 5A). Transduction of ILK^*WT*^ and ILK^*R211A*^, but not vector alone, resulted in a significant reduction in the rate of apoptosis in ILK overexpressing cells following DOX exposure (Figure 5A).

**Figure 5:**
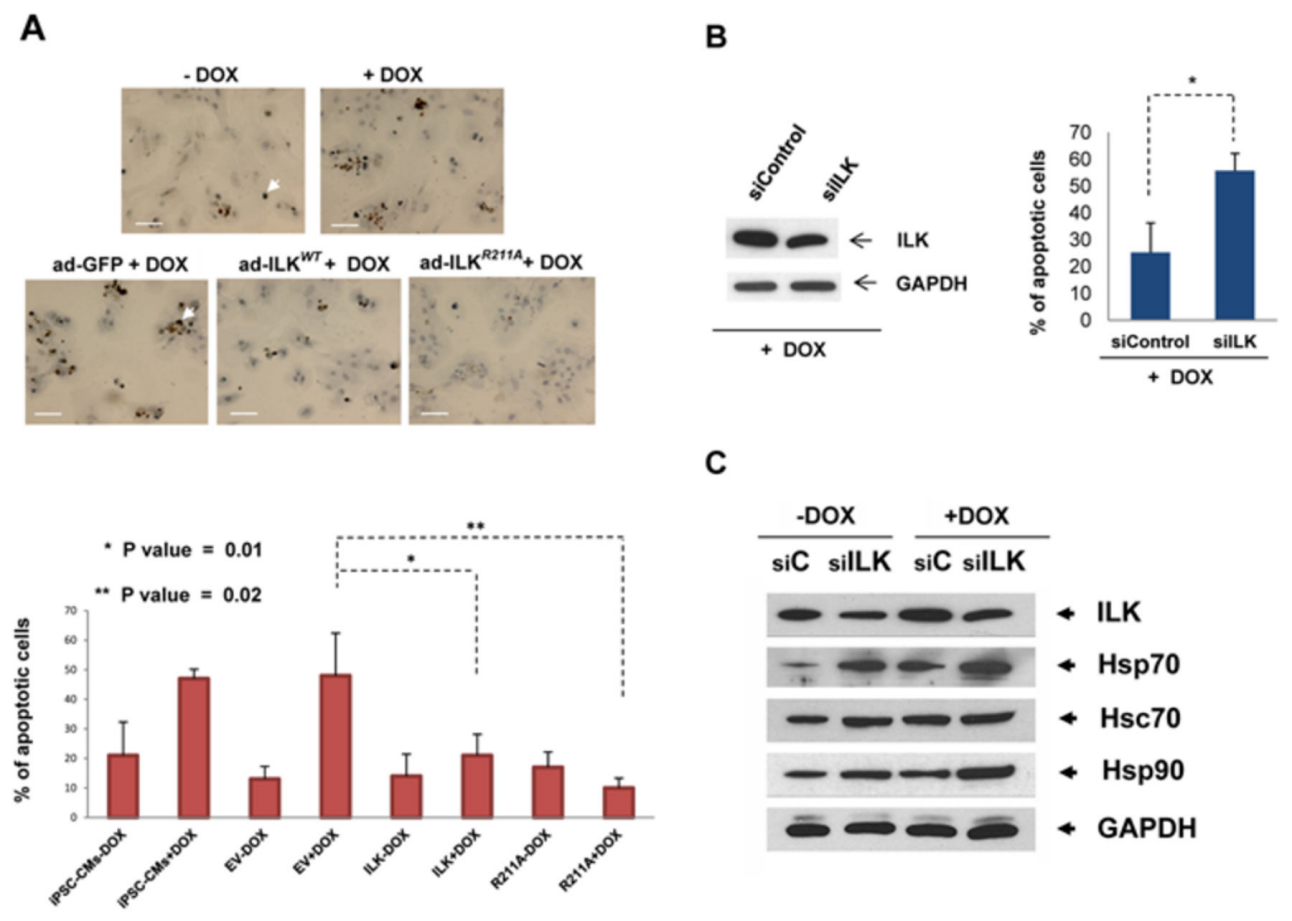
ILK protects against DOX-induced apoptosis. **A**, (top panel) Immunohistochemical staining for TUNEL-positive apoptotic nuclei in Hu iPSC-CMs transduced with ad-ILK*WT*, ad-ILK*R211A*, ad-GFP and in non-transduced cells following exposure to 1µM DOX for 24 hours. Scale bar, 100 µm. Arrows point to TUNEL-positive apoptotic nuclei. (bottom panel) Quantitative analysis showing the percentage of TUNEL-positive cell in Hu iPS-CMs after adenoviral infection and exposure to DOX. Bar graphs represent mean values ±SD, n=10 (random fields). * *P* < 0.01, ** *P* <0.02 by student *t* test. **B**, Western blots indicating the expression levels of ILK (on the left) and quantitative analysis showing the percentage of TUNEL-positive cell (on the right) in Hu iPS-CMs treated with ILK siRNA (siILK) or scrambled siRNA (siControl) following exposure to 1µM DOX for 24 hours (+DOX). Bar graphs represent mean values ±SD, n=10 (random fields). * *P* < 0.01 by student *t* test. **C**, Immunoblot showing the expression levels of ILK, Hsp70, Hsc70 and Hsp90 in Hu iPS-CM transduced with ILK siRNA (siILK) or scrambled siRNA (siC) following exposure to 1µM DOX for 24 hours (+DOX) as compared to DOX untreated cells (-DOX).

ILK knockdown using siRNA increased the rate of DOX-induced apoptosis (Figure 5B), whereas there was a concomitant DOX-induced increase in Hsp70 expression (Figure 5C). This result indicates that increased ILK expression is required for cytoprotection against DOX cardiotoxicity, irrespective of the expression levels of Hsp70. The addition of DOX plus a sub-apoptotic dose of Ver-155008 (40 μM) resulted in a high (>60%) apoptosis rate (Figure 6A) in the presence or absence of ILK (ILK^*WT*^ and ILK^*R211A*^) transduction. DOX plus Ver-155008 (40 μM) concomitantly resulted in a reduction in the expression levels of ILK, Hsp70, as well as the total and phospho-specific forms of Gsk-3β and Akt (Figure 6B), whereas there was no discernable effect on the levels of Hsp90 expression. This result suggests that the increased coexpression of ILK and Hsp70 is required to protect against DOX-induced apoptosis. The expression level of phospholamban was also unchanged in response to Hsp70 inhibition plus DOX suggesting that Hsc/p70 exhibits preferential affinity towards Ser/Thr kinase clients. This result is in line with a previous study in which Hsp70 overexpression combined with Hsp70-ATPase inhibition caused a dramatic reduction of Akt levels and increased susceptibility to apoptosis in breast cancer cell lines[21].

**Figure 6:**
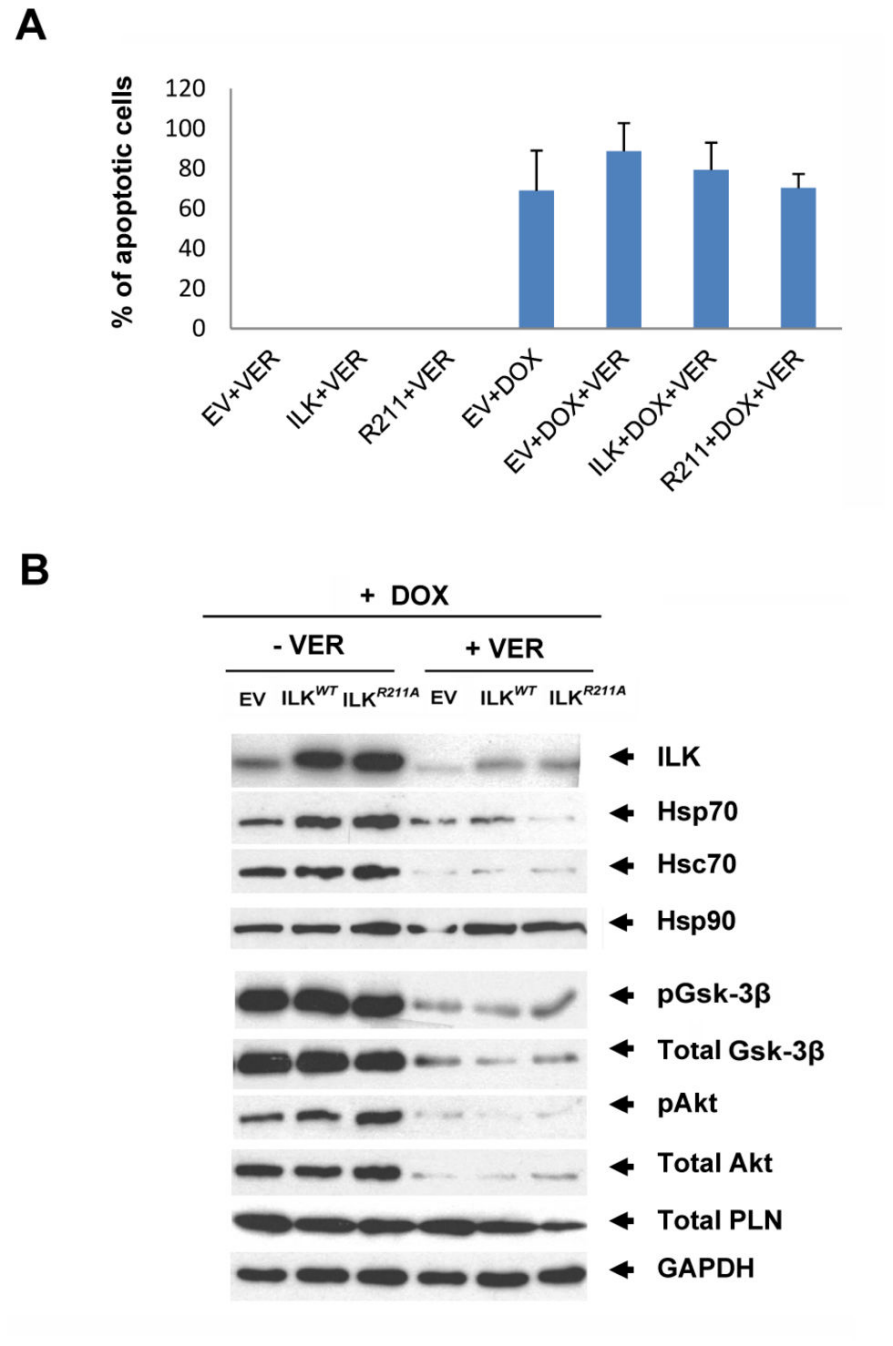
Hsc/p70 activity is required for cardioprotective effect of ILK (WT and R211A) against DOX-induced apoptosis. **A**, Percentage of TUNEL-labelled apoptotic nuclei in Hu iPS-CMs transduced with ad-GFP, ad-ILK^*WT*^ and ad-ILK^*R211A*^ and then treated for 24 hours with 40 µM of Hsc/p70-ATPase inhibitor Ver-155008 in the presence or absence of 1 µM DOX. Ver-155008 was added one hour prior to exposure to DOX. Bar graphs represent mean values ±SD, n=10 (random fields). The apoptotic rates following exposure to Ver-155008 plus DOX are not statistically significantly different from one to another. **B**, Western blot analysis of human iPS-CMs transduced with ad-GFP, ad-ILK^*WT*^ and ad-ILK^*R211A*^ and then treated for 24 hours with 40 µM of Ver-155008 versus untreated cells in the presence of 1µM DOX. The blot was probed for ILK, Hsp70, Hsc70, Hsp90, pGsk-3β, total Gsk-3β, pAkt, total Akt, total PLN, and GAPDH was used as a loading control.

## Discussion

Together, our results support a model in which protection against myocardial infarction and DOX cardiotoxicity depends upon a functional module minimally comprised by ILK (WT and R211A) and Hsp70. In this model, protection against DOX cardiotoxicity is dependent upon the induction of Hsp70 by exogenous ILK (WT and R211A) that also requires a functional Hsc/p70-mediated chaperone cycle, such that loss of either ILK or Hsp70 expression levels lowers the threshold for stress-induced apoptosis. This result was observed in the ILK^*R211A*^ activation-resistant mutation, pointing to the scaffolding properties of ILK in mediating stress signaling[14]. In line with our results, ILK was also shown to form a tripartite complex comprised by ILK, endothelial nitric oxide synthase and Hsp90 that was protective against atherogenic injury in a scaffolding- but not ILK kinase activity-dependent manner[22]. 

ILK is a mechanoreceptor protein essential for the modulation of load-dependent cardiac contractility[3,23]. Upregulation of endogenous ILK in human heart promotes an adaptive hypertrophic phenotype[2]. ILK adenoviral gene therapy has been shown to improve remodeling in a rat MI model through upregulation of vascular endothelial growth factor-mediated angiogenesis[24], and to protect against adverse remodeling in chronic DOX-induced cardiomyopathy[25]. This study highlights a newly-identified stress-inducible pathway featuring heat-shock protein 70 that accounts, at least in part, for the observed cytoprotective effects resulting from exogenous delivery of ILK mutations, most prominently the ILK^*R211A*^ mutation. The observed pro-apoptotic effects of ILK knockdown despite preservation of Hsp70 expression levels point to the requirement for ILK *per se* in conferring protection against DOX-induced stress signaling. On the other hand, Hsp70-ATPase inhibition in the presence of DOX led to loss of Hsp70 expression, proteolytic degradation of ILK and increased apoptosis, consistent with a model in which Hsp70-stabilized ILK^*R211A*^ comprises a potently cytoprotective module. 

Our data do not exclude potential cardioprotective effects attributable to Hsp70 proteins that are induced by ILK but that function in non-ILK protein complexes, since Hsp70 is broadly cardioprotective and is an essential component of ischemic preconditioning[26-28]. Additionally, our data do not specifically address the function of non-Hsp70 stress-associated proteins that may function either in concert or independently of ILK. 

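Targets of HSF1, the transcription factor that switches on heat shock genes, were higher as a group in Tg R211A hearts than in littermate controls. Of 24 measured genes of the HSF1 target core, 23 had a log2 fold change above 0, 6 rose (Hspa1a, Hspa1b, Hsph1, Hsp90aa1, Hspa8 and Stip1) and 0 fell, and 18 rose when adjusted over the list alone. The other 12 of these 18 include Cacybp, a co-chaperone that binds a ubiquitin ligase, at a log2 fold change of 0.42 (adjusted p = 0.206), and Serpinh1, the collagen chaperone, at 0.36 (adjusted p = 0.219). The median of the list was 0.43 (adjusted p = 1.24e-31 from camera, and adjusted p = 0.00551 with an estimated correlation). Against the second control set alone, whose heart numbers adjoin those of the Tg R211A mice, it was 0.41 (adjusted p = 9.53e-24, and adjusted p = 0.0347 with an estimated correlation). In Tg S343D hearts, 8 of the 24 genes were above 0, 0 passed limma's test and 1 had an unadjusted p under 0.05, with a median of -0.061 (adjusted p = 0.103). Between the lines the median was 0.43 in favour of Tg R211A hearts (adjusted p = 2.52e-31, and adjusted p = 0.00735 with an estimated correlation), and 21 genes were higher when adjusted over the list alone. Many genes of this list, among them all that rose except Stip1, are in Table S3, which the study chose on these samples. The list's p-values for Tg R211A hearts are therefore not independent evidence.

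Genes of the ubiquitin proteasome system did not move as a group at the mRNA level. Of 36 measured proteasome and ubiquitin genes, 0 passed limma's test in Tg R211A hearts against controls, 4 had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone. Their median log2 fold change was -0.013 (adjusted p = 0.855), and 0.022 with each array centred on its median. Fbxo32, a muscle ubiquitin ligase, had a log2 fold change of 0.35 (adjusted p = 0.566). Markers of macrophages, the list of another cell type that differed between the lines, were lower in Tg R211A than in Tg S343D hearts, by a median of -0.19 (adjusted p = 0.00731, but adjusted p = 0.618 with an estimated correlation). This call ended without Tg R211A replicate 1 (adjusted p = 0.169) or Tg S343D replicate 2 (adjusted p = 0.18), and against littermate controls the median of these markers in Tg R211A hearts was -0.03 (adjusted p = 0.735). Against the control set in the same range of heart numbers it was 0.057 in Tg R211A hearts (second set, adjusted p = 0.6). In Tg S343D hearts it was 0.0895 (first set, adjusted p = 0.322). Immediate early genes, which respond to acute stress, were higher in Tg R211A than in Tg S343D hearts by a median of 0.15 (16 measured, 0 called by limma and 0 at an unadjusted p under 0.05, adjusted p = 0.0322 for the list, but adjusted p = 0.618 with an estimated correlation). This ended without any 1 mouse except Tg S343D replicate 2 (adjusted p up to 0.0927). The lines also differ in their range of heart numbers, and against the control set in the same range the direction turned, with a median of -0.13 in Tg R211A hearts (second set, adjusted p = 0.0455, but adjusted p = 0.413 with an estimated correlation) and 0.0985 in Tg S343D hearts (first set, adjusted p = 0.106).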

We propose that the broadly upregulated heat-shock transcriptional network shown by microarray analysis at baseline in the ILK^*R211A*^ heart serves to precondition it against ischemic and cardiotoxic stress, at least in part as a result of accelerated protein triage of damaged proteins by the ubiquitin proteasome system[29] and through mitigation of endoplasmic reticulum stress[26]. Together, these data suggest a model in which ILK overexpression induces a chaperone response which, in turn, is broadly cardioprotective against diverse stressors.

It is noteworthy that the ILK^*R211A*^ induced a global gene expression pattern featuring significant enrichment of protein folding pathways based on GO categories. 

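Chaperones made up a large part of the genes that rose in Tg R211A hearts, and none of those that fell. Relative to littermate controls, 28 probe sets rose and 18 fell, which name 18 and 11 genes. Of the 18 risen genes, 10 belong to the chaperone families and HSF1 targets, which hold 92 of the 11189 genes tested (Fisher's exact test, two-sided, odds ratio 169, p = 3.54e-17), and of the 11 fallen genes 0 do. All of these 10 except St13, Stip1 and Unc45b are in Table S3, which the study chose on these samples. Table S3 was read before the lists were fixed, and the test treats genes as independent. Its p is therefore not independent evidence. At an unadjusted p under 0.05 there were 1691 probe sets.

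Among the other risen genes, Ggt5, a gamma-glutamyltransferase, had a signal of 630 ± 204 (SD, n = 3) in Tg R211A hearts and 158 ± 19.6 (SD, n = 6) in controls, a 3.85-fold difference (adjusted p = 0.000136 from limma), while a second probe set of Ggt5 had a log2 fold change of 0.03. Uap1, which makes UDP-N-acetylglucosamine, rose 1.88-fold (adjusted p = 0.00316). Sccpdh rose 1.48-fold, and Akt1s1, a substrate of Akt in mTOR signalling, rose 1.41-fold with a second probe set at a log2 fold change of 0.06. Among the fallen genes, Myot, the Z-disc protein myotilin, had a signal of 257 ± 61.7 in Tg R211A hearts and 530 ± 58.5 in controls (log2 fold change -1.07, standard error 0.145, adjusted p = 0.00325 from limma). Mndal, of the interferon-inducible p200 family, had a log2 fold change of -0.82 (adjusted p = 0.00315), and the mitochondrial transcription factor Tfb2m one of -0.59 (adjusted p = 0.00329). Agtpbp1, which trims glutamate chains from tubulin, had a log2 fold change of -0.56 (standard error 0.0749). Angpt1, a ligand of the endothelial receptor Tek, had a log2 fold change of -0.77 (adjusted p = 0.0056), and its call ended without Tg R211A replicate 2 or 3 (adjusted p up to 0.0693). Uap1, Sccpdh, Mndal and Tfb2m are among 8 called genes that lie near Ifi202b on chromosome 1.

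Against the second control set alone, 23 probe sets rose and 10 fell, and 27 of the 46 were called. Against Tg S343D hearts, 21 probe sets were higher and 15 lower in Tg R211A hearts, and 31 of the 46 were called. Both comparisons share the Tg R211A arrays with the main one. Leaving out 1 mouse gave 33 to 52 called probe sets against controls and 10 to 28 between the lines, and limma without its trend gave 33 and 5.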

We speculate that the ILK R211A mutation is misfolded as a result of the mutation in its PH domain, which must be sufficiently impaired geometrically to prevent normal membrane binding[6,30]. In that regard, Hsc70 binds all misfolded proteins[31] and was found to specifically co-immunprecipitate with the ILK R211A mutation. Although upregulation of endogenous ILK has been variously implicated as oncogenic or tumor-suppressive, the ILK^*R211A*^ mutation, which is resistant to receptor-mediated activation[6] and to angiotensin II-induced cardiac hypertrophy induction[2], is also either phenotypically inert or growth suppressive in a broad range of cancer lines[7,13]. These findings and the lack of Akt activation by ILK^*R211A*^ during post-MI remodeling shown here are predictive of reduced, off-target oncogenic effects potentially associated with ILK pathway stimulation. These properties of ILK^*R211A*^ suggest its potential therapeutic utility in a wide range of heart diseases. Further, the potency and predicted cardioselectivity of ILK^*R211A*^ advances the broader theme of achieving enhanced efficacy/toxicity profiles through engineered mutations in cytoprotective protein kinases.

## Materials and Methods

### Cardiomyocytes Derived from Human induced Pluripotent Stem Cells (Hu iPSs)

Cryopreserved human induced Pluripotent Stem Cells cardiomyocytes (Hu iPS-CMs) (catalogue no. CMC-100-110-001, Cellular Dynamics International) were thawed and cultured on plastic dishes (coated with 0.1% gelatin) in plating medium (catalogue no. CMM-100-110-001). After 2 days the cultured medium was replaced for the maintenance (catalogue no. CMM-100-210-001) medium for 7 more days prior to ILK adenoviral infection as described. Cardiomyocytes were confirmed contract synchronously at greater than 80% confluency. 

### Preparation of rabbit cardiomyocyte primary cultures

Cardiomyocytes were first isolated from New Zealand adult white rabbit (3–3.5 kg) hearts by enzymatic digestion as we have described previously[32]. After isolation, ventricular cardiomyocytes were placed on a circular laminin-coated glass slide (35 mm diameter) (Bioptechs Inc., USA) that was already immersed in culture medium 199 with Earle's salts (Gibco, Canada) and supplemented with 10% FBS, 10 µM cytosine β-d-arabinofuranoside, 100 IU/mL penicillin, 100 mg/mL streptomycin, and 0.08 mg/mL gentamicin in a 60 mm diameter Petri dish. Culture medium was exchanged once for freshly prepared medium after 24 h in culture. Only cell culture plates with more than 75% rod-shaped viable cardiomyocytes were used in these studies.

### Generation of Transgenic Mice and Adenoviral Constructs

The methods for generation of transgenic animals conveying cardiac-specific over-expression of wild type (ILK^*WT*^) and mutant (ILK^*R211A*^; ILK^*S343D*^) versions of human wild type ILK gene have been previously described[2]. The method used for adenoviral infection of human wild type and ILK^*R211A*^ constructs into Hu iPS-CMs and rabbit cardiomyocytes was performed as described[2,33]. Briefly, cells were cultured to 60%–70% confluency prior to adenovirally mediated infection with serotype 5 adenovirus encoding either human wild-type ILK gene (ad-ILK^*WT*^) or a mutant ILK gene (ad-ILK^*R211A*^) in a bicistronic construct containing GFP as a reporter gene[2]. Control cultured cells were infected with adenovirus containing the reporter gene alone (ad-GFP). Cells were infected at 37°C at multiplicity of infection of 1.5 in IMDM media supplemented with 10% FBS for 24 hours and analyzed 3–5 days after infection. The infection efficiency was confirmed by the expression of GFP.

### Inhibitors

To determine the effects of Hsp70 inhibition, cardiomyocytes were transduced with ad-GFP, ad-ILK^*WT*^ and ad-ILK^*R211A*^ and incubated for 48h before exposure to different concentrations of the specific Hsc/p70-ATPase inhibitor Ver-155008 (catalogue number: 3803, Tocris Bioscience). 

### Research Ethics Board Approval

Regarding animal studies, The Animal Care Committee at the Hospital for Sick Children, which operates in accordance with the Terms of Reference following the Canadian Council on Animal Care Guidelines and federal and provincial regulations/legislations, gave approval to this study. 

### Microarray analysis using Affymetrix GeneChip Hybridization

Microarray analysis using Affymetrix GeneChip Hybridization Experimental design, chip hybridizations, and statistical analyses were done in compliance with the Minimum Information About a Microarray Experiment (MIAME) guidelines. Samples were prepared for hybridization according to standard Affymetrix instructions and performed at the Genomic Core Facility at the Hospital for Sick Children. Total RNA was isolated from 12 mouse heart samples utilizing Trizol Reagent (GIBCO/BRL) following the manufacturer's protocol. The quality of tRNA was assessed using the Agilent 2100 Bioanalyzer (version A.02.01S1232, Agilent Technologies). Only RNA samples with the OD ratio of 1.99-2.0 at 260/280 were used for microarray analysis. A total of 12 hybridizations from four groups of mouse genotypes with and without LAD ligation-induced MI (R211A+, R211A-, R211A+MI, and R211A-MI) were performed using the Mouse MOE 430 2.0 array chip (Affymetrix). Analyses of all data derived from arrays were performed using data obtained from GCOS (GeneChip Operating Software). Pivot tables were imported into GeneSpring GX 11 (Agilent Technologies) and Partek Pro2000 platforms (Partek Inc., St. Louis, MO). Genes from the statistically significant (p <0.05) gene list for the indicated comparisons were used to determine GO terms that were enriched. The p-values were then re-calculated to yield more stringent corrected p-values using Benjamini-Yekutieli to account for multiple GO term testing.

### Data Deposition

Raw data from microarray experiments was submitted to the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo) and the GEO accession ID is GSE25729.

### Mouse Myocardial Infarction Model

Permanent proximal LAD ligation was performed as described[34], using 1% isofluorane anesthesia and Buprenorphine at a dosage of .05 -.1 mg/kg for postoperative analgesia.

### Mouse Echocardiography

Echocardiograms evaluating baseline systolic and diastolic function were performed in all mice under general anaesthetic using a Vevo 660 UBM (VisualSonics, Toronto, ON, Canada)[35] [36]. Baseline studies revealed no genotype-specific significant differences in heart rate, stroke volume, cardiac output, fractional shortening, left ventricular dimensions, or pulmonary venous flow patterns. A total of 53 mice underwent ligation of left anterior descending (LAD) coronary artery, including ILK^*R211A*^ (n=13), ILK^*S343D*^ (n=12) and respective littermate controls. Three mice died following surgery (1, ILK^*R211A+*^; 1, ILK^*S343D+*^; and 1 ILK^*R211A-*^), which was not statistically different among genotypes (p=0.89). Echocardiograms were then performed at 28 days following the LAD ligation. LV dimensions (systolic and diastolic) and ejection fraction were determined from the standard parasternal long axis M-mode view. Infarct size was measured by tracing the area of akinesis in the parasternal long axis view, and the area of synchronous contraction on the anterior border of the heart calculated, indicative of viable, non-infarcted myocardium. Differences among transgenic groups were evaluated using a paired analysis adjusting for baseline function and compared using ANOVA. Differences between groups were compared using linear contrasts (PROC GLM) in SAS 9.2 (Cary, NC).

### Western Blots

For Western blot analysis, total and phospho-specifc protein expression was measured in lysates derived from human iPSC-derived cardiomyocytes in culture and from transgenic and control mouse ventricular tissue as described previously[2]. Briefly, cells extracts were prepared by lysing the cells for 20 min on ice in RIPA lysis buffer (150 mM NaCl, 1% Nonidet P40, 0.5% deoxycholate, 0.1% SDS, 50 mM Tris, pH 8.0, and 1mM PMSF). Proteins were visualized by chemiluminescence using either SuperSignal West Pico substrate (Pierce) or SuperSignal West Dura Extended Duration Substrate (Pierce). The expression levels of the proteins were assessed using the following antibodies: ILK (catalogue number: 3856, Cell Signaling Technology), GAPDH (catalogue number: G8795, Sigma-Aldrich), Total Akt (catalogue number: 9272, Cell Signaling Technology), Phospho-Akt (Ser473) (catalogue number: 9271, Cell Signaling Technology), Total GSK-3 β (catalogue number: 9315, Cell Signaling Technology), Phospho-GSK-3 β (Ser9) (catalogue number: 9323, Cell Signaling Technology), Hsp70 (catalogue number: sc-32239, Santa Cruz Biotechnology, Inc.), Hsc70 (catalogue # ab69558, Abcam), Hsp90 (catalogue number: MAB3286, R&D Systems). After incubation with the primary antibody, the blots were washed and incubated for 1 h with the appropriate horseradish peroxidase-conjugated secondary antibody (Jackson ImmunoResearch Laboratories). 

### RNA Interference, Transfection, and Transduction

siRNA against ILK (siILK) and negative control siRNA were purchased from Cell Signaling Technologies. Cells were transfected with siRNAs (130 µM final concentration) using the X-tremeGENE siRNA transfection reagent (Roche Diagnostics, Laval, QC, Canada) according to the manufacturer’s instructions. To induce transduction efficiency the cells were transfected again after 24 hours with the same concentration of siRNA. The cells were analysed at 48 h post-transfection.

### 2-Dimension Isoelectric Focusing (IEF)/SDS PAGE

Immunoprecipitated samples were resolved first by a 5% acrylamide IEF gel with 2% carrier ampholytes (pH 9.5/3.5) as described elsewhere[37]. The immunoprecipitation and control lanes of the IEF gel were excised in segments from top to bottom, inserted for electrophoresis in second dimension SDS PAGE and analyzed by immunoblotting. 

### Mass Spectrometry

The mass spectrometric experiments were performed using an on-line liquid chromatography- tandem mass spectrometry setup using an Agilent 1100 Capillary LC system (Palo Alto, CA) fitted to a LTQ ion trap mass spectrometer (Thermo Electron, San Jose, CA). A C18 pre-column (100µm i.d. x 5.0 cm length) and a µLC analytical column (75 µm x 10 cm) that also served as a µESI emitter were used for the separation of the digested proteins. The mass spectrometer was operated in data-dependent mode automatically cycling through acquisition of a full-scan mass spectrum and three MS/MS spectra recorded sequentially on the three most abundant ions present in the initial MS scan. A dynamic exclusion list time of 1.5 minutes was used. For the reverse phase chromatography, an 80 minute gradient elution from water to acetonitrile, each containing 0.1% FA and 0.02% TFA, was performed at a flow of 200nL/min. All MS/MS spectra were searched against the NCBInr protein database using MASCOT Server (v2.2) (Matrix Science). The search results were analyzed using Scaffold software (Proteome software).

### TUNEL assay

The presence of apoptosis-related DNA strand breaks in Hu iPS-CMs was evaluated by TUNEL assay using the In situ Cell Death Detection kit, POD (Roche Molecular Biochemicals, Mannheim, Germany) according to the manufacturer’s instructions. In short, cells on coverslips were maintained in culture and then fixed with 4% paraformaldehyde for 20 min at room temperature. Following rinsing with PBS, cells were permeabilized with 0.1% Triton-X 100 (Sigma) for 10 min and then supplemented with 3% H_2_O_2_ to quench endogenous peroxidase activity. Thereafter, cells were incubated with TUNEL reaction mixture (terminal deoxynucleoti-dyl transferase and labeled nucleotide mixture). Next, cells were rinsed in PBS and incubated with Converter-POD (anti-fluorescein antibody conjugated with horse-radish peroxidase). Peroxidase activity was then visualized by precipitation of DAB (DAB Substrate, Roche, Mannheim, Germany). Cells containing fragmented nuclear chromatin exhibited a brown nuclear stain. As negative controls, sections were processed without terminal deoxynucleotidyltransferase (TdT) buffer. Apoptotic cells were examined with a Leica DMR microscope. The number of TUNEL-positive cells was counted in at least 10 random fields per treatment. 

### Statistical Analysis

Statistical comparison of ILK-specific effects relied on a paired t test or analysis of variance (ANOVA) followed by the multiple-comparison Bonferroni *t* test to assess differences among groups. Results are given as means ± SD. In tests with one variable only, the t-test was used. Results were considered significant at *P* < 0.05. 

## Supporting Information

Figure S1 **ILK^*R211A*^ induces a robust heat-shock protein transcriptional response.** Unsupervised network map generated using by genes exhibiting significant (p<0.05) changes in expression levels between myocardium derived from ILK^*R211A*^ and littermate controls. Each target is hyperlinked to an interactive html site representing a separate PubMed citation. A highly coherent heat-shock protein (Hsp) response was observed in which 17/25 genes were annotated as Hsp or Hsp-related genes. The networked genes identified *ILK* but did not identify any third party genes that were not determined as significant by *a* *priori* microarray analysis, indicating a highly coherent functional clustering of ILK-associated Hsp genes. For example, upregulation of Hspa8 (human orthologue Hsc70) and Hsc70-interacting genes St13 and *Stip1* imply activation of an Hsc70 chaperone complex. Network map was constructed from Pub Med-derived interactions using Gene Set Analysis, and microarray analysis was performed using Mouse MOE 430 2.0 array chip (Affymetrix), as described in Materials and Methods. Red, upregulated genes; blue, downregulated.
(TIF) Click here for additional data file.

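In Tg R211A hearts relative to littermate controls, 16 of the 28 risen probe sets belonged to heat shock proteins and their co-chaperones. They name Hspa1a, Hspa1b, Hsph1, Hspa4l and Hspa8 of the HSP70 and HSP110 family, Hsp90aa1 with Stip1, St13 and Unc45b among HSP90 and its co-chaperones, and the small heat shock protein Hspb1. Hspa1b was called through 3 probe sets, with log2 fold changes of 1.48, 1.63 and 1.66, and Hsp90aa1 through 3, at up to 1.05. Hspa4l, a cytosolic relative of Hsph1, rose through 1 of its probe sets (log2 fold change 0.61, adjusted p = 0.0271 from limma), while its brightest probe set had 0.48 (adjusted p = 0.0742). Hspb1, the small heat shock protein Hsp25, rose through 1 probe set (log2 fold change 0.60, adjusted p = 0.0171), while its brightest had 0.44 (adjusted p = 0.174).

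Other heat shock genes had values above 0 that did not pass the test over all probe sets. The log2 fold change was 0.70 for Dnajb1 (adjusted p = 0.194) and 0.59 for Dnaja1 (adjusted p = 0.179), both co-chaperones of Hsp70. It was 0.71 for Ahsa2, related to an activator of the Hsp90 ATPase (adjusted p = 0.0882), and 0.44 for Hspe1, the mitochondrial chaperonin 10 (adjusted p = 0.268). Every Tg R211A heart exceeded every control for Dnaja1 and Ahsa2, but not for Dnajb1 and Hspe1. The network map itself rests on published interactions and was not analysed here.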

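Hspa8, the constitutive Hsc70, had a signal of 7230 ± 927 (SD, n = 3) in Tg R211A hearts, 5130 ± 266 (SD, n = 6) in littermate controls and 4970 ± 607 (SD, n = 3) in Tg S343D hearts. It was 1.4-fold higher in Tg R211A hearts than in controls (log2 fold change 0.49, standard error 0.0848, adjusted p = 0.0251 from limma). Stip1, which links Hsp70 to Hsp90, had signals of 649 ± 55.4, 440 ± 26.4 and 468 ± 19.6 in the same groups and rose 1.47-fold (log2 fold change 0.56, standard error 0.0732, adjusted p = 0.00316). St13, which binds Hsc70 and stabilizes its substrate-bound form, had signals of 1340 ± 160, 1060 ± 119 and 1080 ± 22.2 (log2 fold change 0.34, adjusted p = 0.288). Another probe set of Hspa8 rose as well (log2 fold change 0.55, adjusted p = 0.00316), and another probe set of St13 rose, with a log2 fold change of 0.59 (adjusted p = 0.0197). Every Tg R211A heart had more Hspa8 and more Stip1 than every control, whereas for St13 the groups overlapped (exact permutation test, p = 0.0476). Compared directly with Tg S343D hearts, Tg R211A hearts had log2 differences of 0.54 for Hspa8 and 0.47 for Stip1 (adjusted p = 0.0431 for both). In this comparison line and range of heart numbers go together.

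The call of Hspa8 against controls depended on single mice: it ended without Tg R211A replicate 2 or 3, replicate 1 or 3 of the first control set, or replicate 3 of the second (adjusted p up to 0.21, log2 fold change between 0.40 and 0.59). Against the first control set alone its adjusted p was 0.0501, and against the second 0.184, by limma. The call of Stip1 against controls held without any 1 mouse, while between the lines that of Stip1 ended without any of the 6 mice (adjusted p up to 0.236) and that of Hspa8 without Tg S343D replicate 1 or 3 or Tg R211A replicate 2 or 3 (adjusted p up to 0.258).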

Figure S2 **ILK^*R211A*^ induces a robust heat-shock protein transcriptional response to MI.** Network map of genes showing significantly higher expression of heat-shock related proteins in ILK^*R211A*^ transgenic mouse hearts as compared to those in littermate controls measured 28 days following induction of myocardial infarction. Among 27 of those genes 10 genes were found connected by previous PubMed citations shown hyperlinked to an interactive html site. Analysis method was the same as in Figure S1.
(TIF) Click here for additional data file.

Table S1 **Echocardiographic assessment of cardiac function in ILK^*R211A*^ and ILK^*S343D*^ transgenic mice.** Echocardiographic assessment of cardiac function (mean ± SEM) was performed in transgenic mice conveying ILK activation-resistant (ILK^*R211A*^) and activated (ILK^*S343D*^) mutations and littermate controls at 28 days post-LAD ligation. P values shown were calculated using ANOVA. Pos, genotype-positive; Neg, genotype-negative, littermate controls.
(DOC) Click here for additional data file.

Table S2 **Echocardiographic assessment of infarct size in ILK^*R211A*^ and ILK^*S343D*^ transgenic mice.** Echocardiographic assessment of infarct size was performed (mean ± SEM) in transgenic mice conveying ILK^*R211A*^ and ILK^*S343D*^ mutations and their littermate controls at 28 days post-LAD ligation. Infarct size was taken to be the length of myocardium which was akinetic in the parasternal long axis view. P values shown were calculated using ANOVA. Pos, genotype-positive; Neg, genotype-negative, littermate controls.
(DOC) Click here for additional data file.

Table S3 **Genes upregulated in ILK^*R211A*^ mouse hearts.** List of genes with fold changes and GO annotations was generated using microarray analysis in ILK^*R211A*^ transgenic mouse hearts at baseline according to methods described in Materials and Methods.

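Of the 23 genes in Table S3, 21 were matched to a probe set, and all 21 had a higher mean signal in Tg R211A hearts than in littermate controls. For 20 of them the fold change was within 1.5-fold of the paper's reported value. The lowest fold in Table S3 is 1.5, so an unchanged gene can also meet this limit, as Clu and Txnip nearly do. For such genes the count cannot tell agreement from no change. Across the 21 genes, which are not independent replicates, the log2 fold changes had a Pearson correlation of 0.862 with the paper's. The 21 genes include Ifi202b, whose ratio is not a measured fold, and the correlation without it was not computed. Of 20 genes above the filter on dim probe sets, 7 passed limma's test over all probe sets (Ilk, Hspa1a, Hspa1b, Hsph1, Hsp90aa1, Uap1 and Hspa8), and 17 when adjusted over the list alone. The study chose the list on these samples, so neither count is independent evidence of its direction.

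Ifi202b, an interferon-inducible gene of the p200 family, was below the filter, at a signal of 43.3 ± 5.96 (SD, n = 3) in Tg R211A hearts and 2.37 ± 2.39 (SD, n = 6) in controls. Every Tg R211A heart exceeded every control (exact permutation test, p = 0.0119, the smallest these numbers allow). Myh7, the slow myosin heavy chain, had a signal of 1290 ± 50.4 in Tg R211A hearts and 726 ± 306 in controls (log2 fold change 0.96, adjusted p = 0.424). Its value depended on the control set, with a log2 fold change of 1.50 against the first set (adjusted p = 0.0169) and 0.41 against the second (adjusted p = 0.789). The lipase-like Abhd3 had a log2 fold change of 0.83 (adjusted p = 0.114), and P4ha1, a collagen prolyl hydroxylase, one of 0.63 (adjusted p = 0.103). Nabp1, listed as Obfc2a, had 0.26 (adjusted p = 0.641), Thrsp 0.36 (adjusted p = 0.719), Txnip 0.21 (adjusted p = 0.936) and Clu 0.04 (adjusted p = 0.963), where other probe sets of Clu had 0.40 to 0.42.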

(DOC) Click here for additional data file.

# Supplementary material for: Mutation in Integrin-Linked Kinase (ILKR211A) and Heat-Shock Protein 70 Comprise a Broadly Cardioprotective Complex
**Source:** PLoS One. 2013 Nov 18;8(11):e77331. doi: 10.1371/journal.pone.0077331
**Supplement:** Table S3 — Genes upregulated in ILKR211A mouse hearts. List of genes with fold changes and GO annotations was generated using microarray analysis in ILKR211A transgenic mouse hearts at baseline according to methods described in Materials and Methods.

| **Gene Symbol** | **Gene Name** | **Fold change** | **Gene Ontology Biological Process** |
| --- | --- | --- | --- |
| **Ilk** | Integrin-linked kinase | 13.3 | ureteric bud branching // protein amino acid phosphorylation // integrin-mediated signaling pathway // positive regulation of cell proliferation // regulation of signal transduction //establishment or maintenance of epithelial cell apical/basal polarity |
| **Ifi202b** | Interferon-activated gene 202b | 4.1 | protein binding |
| **Hspa1b** | Hsp70 | 3.4 | telomere maintenance // DNA repair // anti-apoptosis // response to stress // response to heat // negative regulation of caspase activity |
| **Hspa1a** | Hsp70-3 | 3.1 | telomere maintenance // DNA repair // response to stress // response to heat |
| **Hsph1** | Hsp105 | 2.7 | response to stress //chaperone mediated protein folding requiring cofactor |
| **Uap1** | UDP-N-acetylglucosamine pyrophosphorylase 1 | 2.1 | metabolic process |
| **Atp1a2** | ATPase, Na+/K+ transporting, alpha 2 polypeptide | 2.1 | neurotransmitter uptake // regulation of the force of heart contraction // regulation of respiratory gaseous exchange by neurological process // ATP biosynthetic process // ion transport // reduction of cytosolic calcium ion concentration |
| **Hsp90aa1** | Hsp90 | 2.0 | protein folding // nitric oxide biosynthetic process // response to stress // response to unfolded protein // protein refolding // positive regulation of cytotoxic T cell differentiation |
| **LOC677213** | similar to U2AF homology motif (UHM) kinase 1 | 1.9 | protein amino acid phosphorylation // cell cycle arrest // peptidyl-serine phosphorylation // protein amino acid autophosphorylation // regulation of protein export from nucleus |
| **Myh7** | myosin, heavy polypeptide 7, cardiac muscle, beta | 1.8 | response to reactive oxygen species // ATP catabolic process // striated muscle contraction |
| **Abhd3** | abhydrolase domain containing 3 | 1.7 | carboxylesterase activity // hydrolase activity |
| **Dnaja1** | Hsp40 homolog, subfamily A, member 1 | 1.6 | protein folding // spermatogenesis // sperm motility // androgen receptor signaling pathway |
| **Hspb1** | Hsp25 | 1.6 | response to stress // response to heat |
| **Hspa8** | Hsp70 cognate protein | 1.6 | protein folding // response to stress // chaperone mediated protein folding requiring cofactor // regulation of cell cycle |
| **Obfc2a** | oligonucleotide/oligosaccharide-binding fold containing 2A | 1.6 | nucleic acid binding // single-stranded DNA binding // RNA binding |
| **P4ha1** | proline 4-hydroxylase, alpha 1 polypeptide | 1.5 | peptidyl-proline hydroxylation to 4-hydroxy-L-proline // protein metabolic process // collagen fibril organization // oxidation reduction |
| **Thrsp** | thyroid hormone-responsive protein | 1.5 | protein binding |
| **Clu** | complement lysis inhibitor | 1.5 | anti-apoptosis // response to oxidative stress // cell death // positive regulation of cell proliferation // endocrine pancreas development // positive regulation of cell differentiation // neuron projection morphogenesis |
| **Txnip** | thioredoxin binding protein-2 | 1.5 | 0006350 // transcription // inferred from electronic annotation /// 0006355 // regulation of transcription, DNA-dependent // inferred from electronic annotation /// 0006979 // response to oxidative stress // inferred from direct assay /// 0007049 // cell cycle // inferred from electronic annotation /// 0030216 // keratinocyte differentiation // inferred from electronic annotation /// 0048008 // platelet-derived growth factor receptor signaling pathway // inferred from mutant phenotype |
| **Hspa4l** | Hsp70 protein 4-like | 1.5 | protein folding // response to stress // response to unfolded protein |
| **Ahsa2** | AHA1, activator of heat shock protein ATPase homolog 2 | 1.5 | response to stress |
| **Hspe1** | heat shock protein 1 (chaperonin 10) | 1.5 | protein folding // response to stress |
| **Dnajb1** | Hsp40 homolog, subfamily B, member 1 | 1.5 | protein folding // response to stress // chaperone mediated protein folding requiring cofactor |

How the deposited data were processed for this re-analysis (not part of the article)

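The data are 1 table with 45101 features for 12 mouse hearts, 3 from Tg R211A mice, 3 from Tg S343D mice and 6 from wild type littermate controls. The deposited values are signal intensities on a linear scale that the authors computed with MAS5 and scaled on each array to the same mean without the lowest and highest 2%. The version of MAS5, the scaling target and the detection calls are not given in the sources used here. The paper names GCOS for this step and GeneSpring GX and Partek for its own comparisons. The probe-level data were not used here.

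The 64 array controls were left out, which leaves 45037 probe sets. Signals were taken to log2 as deposited, with nothing added and no further normalization. The 22519 probe sets with a mean log2 signal at or above the median (5.44, a signal of 43.5) were tested. Genes were assigned by the platform's table, which gives 1 gene for 34945 probe sets, several for 932 and none for 9160. A gene was read from the probe set with the highest mean among those that name it alone, and 11189 genes had such a probe set above the filter. The deposited files name no genome build, so no coordinates are given, and the RefSeq annotation of GRCm38.p6 was used only for names and for the order of genes along chromosomes. For this reason the planned window of 10 Mb around Ifi202b gave way to its planned substitute of 100 measured genes on each side, and the end of chromosome 1 leaves 190 genes in all.

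Comparisons were made with limma 3.58.1 in R 4.3.3, with linear models and empirical Bayes moderation with a trend, 3 genotype groups and 1 estimate of the spread over all 12 arrays. The comparisons were Tg R211A against controls, Tg S343D against controls and Tg R211A against Tg S343D, all two-sided, and the first against the second control set with 4 groups. Benjamini-Hochberg adjusted p under 0.05 was called a change. Of 36 gene lists, the 34 with at least 3 measured members were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists within a comparison. They cover the chaperone families, the HSF1 target core, endoplasmic reticulum stress, the proteasome and ubiquitin, cell types of the heart and other pathways. Single genes were also compared with exact permutation tests, in which 3 mice against 6 give 84 splits, and for 3 against 3 the smallest p is 0.1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

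The lists, the tests, the alternatives and the rule for the genes named in the text were fixed before the data were examined, with Table S3 already read. The rule names each gene of Table S3 and of the paper's text. For each comparison it adds the 15 largest rises and 10 largest falls among called genes whose groups do not overlap, or, where fewer than 5 pass in a direction, the 5 with the smallest p as values only. It further adds up to 4 members of each list with the smallest p, all members of the HSP70 and HSP110 family, 5 sex-linked genes and the top genes of the control set comparison. Tomm70a, Cacybp, Ttn and Capn7 are named outside this rule, after their values were seen, as members of a count. Alternatives covered scaling, an added offset, filters, the prior variance, array weights, the arrays in the fit, a block for replicate numbers, each control set alone, each mouse left out, the choice of probe set, the test and its threshold. A filter on the highest genotype mean and the probe set with the largest rise were added later.

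The procedure was tested on simulated data, 10 datasets with 200 changed probe sets each. Changes of 1.5-fold were recovered in 53.2% of cases for Tg R211A against controls, 53.6% for Tg S343D against controls and 43.6% between the lines, and changes of 3-fold in 97.4%, 97.2% and 95.2%. A shift of 0.5 in the HSF1 target core was recovered in 10 of 10 datasets, with 4 of 250 tests of other lists called. Over the 66 pairs of arrays, correlations of log2 signal were between 0.969 and 0.983. Gene Ontology enrichment, network maps and any comparison by MI were left out, the last because the labels name no surgery.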

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

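The comparisons with other splits of the mice were planned, while the other tests in this part, on heart numbers, immediate early genes, the level of Ilk, other probe sets and the reading as a chromosome segment, were chosen after the values were seen. The count of called genes near Ifi202b was planned after reading Table S3.

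Heat shock genes were higher in Tg R211A hearts than in littermate controls, with a median log2 fold change of 0.425 in the HSF1 target core. Chance is argued against, but not excluded, by the other splits of these 9 mice. Only 1 of 84 splits, the real one, reached this median (highest other 0.353), the smallest share that 84 splits can give. Likewise 1 of 84 reached its 46 called probe sets (highest other 2). Every other split mixes Tg R211A mice with controls, so this count adds little. A difference between hearts 1 to 6 and hearts 7 to 12 is argued against by the median of 0.413 against the second control set, which lies in the same range of heart numbers. Stress at collection that also raises immediate early genes is argued against for the second set by their median there, -0.132 (SD 0.253 between genes), which lies below that of the HSF1 target core by 0.546. Against the first set they passed the list test (median 0.334, SD 0.327, adjusted p = 9.01e-06, but adjusted p = 0.0992 with an estimated correlation), and the pooled median of 0.104 mixes both sets. The same Tg R211A hearts had nearly equal medians of the HSF1 target core against both sets, 0.426 against the first and 0.413 against the second. Both medians share the Tg R211A arrays, so they show only that the control sets had similar levels of these genes. For the first set such stress cannot be decided. There the immediate early median lies below that of the HSF1 target core by only 0.0918, within its SD. A response to the transgene stays open, as does untested handling or line background that acts on heat shock genes alone, and stress at collection for the first set.

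Of the genes called in Tg R211A hearts against controls, 8 lie among the 190 measured neighbours of Ifi202b on chromosome 1, a grouping the paper does not discuss: Uap1 and Sccpdh rose, and Rgs5, Hsd17b7, Atf6, Fcgr2b, Mndal and Tfb2m fell. A chromosome segment that differs in the Tg R211A line is consistent with this excess over 21 of 10980 genes elsewhere (Fisher's exact test, p = 1.91e-08), and with a scan of all chromosomes, where 6 called genes fell in 1 window of 50 genes and at most 4 in 10000 permutations (p = 1e-04, the smallest they can give). At an unadjusted p under 0.05 with a fold of 1.5, which calls enough genes for a comparison of the lines, 11 genes there passed in Tg R211A hearts (odds ratio 4.94) and 1 in Tg S343D hearts (odds ratio 0.849), whereas the other splits of the mice (8 genes in the real split, highest other 0, 1 of 84 as large) decide nothing here, since they call at most 2 probe sets in all. A difference by heart number is argued against by the 5 genes still called against the second control set, and sequence differences under single probe sets by the other probe sets that 6 of the 8 genes have, whose median in the direction of the call was 0.498 (SD 0.347 between genes), except for Rgs5, where the others had 0.0798 against 0.709 for the called one, so that a sequence difference may account for it, and it stays open for Sccpdh and Tfb2m, which have 0 others above the filter. A sequence difference also stays open for Atf6, whose other probe sets had log2 fold changes of -0.279 and -0.197 (adjusted p = 0.835 and 0.81 from limma). Without single mice the calls of Atf6 (Tg R211A replicate 1 or 3, adjusted p up to 0.12), Fcgr2b (7 of 9 mice, up to 0.286) and Hsd17b7 (7 of 9 mice, up to 0.228) ended, and whether such a segment came with the transgene or from another strain was not tested.

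Between the lines, heat shock genes were higher in Tg R211A than in Tg S343D hearts, by tests of the difference itself: the median was 0.43 in the HSF1 target core and 0.143 in the HSP70 and HSP110 family (0.0934 to 0.186 leaving out 1 mouse), and the log2 difference was 1.65 for Hspa1a, 1.3 for Hspa1b, 1.3 for Hsph1, 0.803 for Hsp90aa1, 0.54 for Hspa8, 0.467 for Stip1 and 0.525 for Unc45b. Ilk was higher as well, by 1.33, and its level and the kind of mutation cannot be told apart, because each line has 1 mutation and 1 level. Mice of 3 against 3 give 10 splits, too few to test chance, with 36 called probe sets in the real split and 0 in any other, and a median of 0.43 against at most 0.3. Stress at collection as the whole cause is argued against by the immediate early genes, whose median of 0.152 (SD 0.226 between genes) lies below that of the HSF1 target core by 0.279, while a part of the difference stays open to it. The calls of Stip1 and Unc45b ended without any of the 6 mice (adjusted p up to 0.236 and 0.142). Each line also holds its own range of heart numbers. Against the control set in the same range, the median of the HSF1 target core was 0.413 in Tg R211A hearts (second set). It was -0.0317 in Tg S343D hearts (first set), and the difference between these medians was not tested.

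Other genes that differed between the lines by the same test were Uap1 (0.947), Ggt5 (1.63), Akt1s1 (0.542), Mndal (-0.873), Angpt1 (-1.15), Hsd17b7 (-0.686), Agtpbp1 (-0.566), Slc30a4 (-0.567) and Idh1 (-0.955), and through another probe set than the brightest Hspb1 was higher and Rgs5, Ttn, Capn7 and Xist were lower. Of these, Hsd17b7, Slc30a4 and Idh1 lost their call without any of the 6 mice (adjusted p up to 0.163, 0.188 and 0.26), Agtpbp1 without Tg R211A replicate 1 or 3 or Tg S343D replicate 1 or 2 (up to 0.108), Uap1 without Tg R211A replicate 1 or 2 or Tg S343D replicate 3 (up to 0.0733) and Akt1s1 without Tg R211A replicate 3 (0.0621). Line and range of heart numbers go together in this comparison. In Tg R211A hearts against the second control set, in the same range, limma called Uap1, Ggt5, Akt1s1, Mndal and Agtpbp1. It did not call Angpt1 (adjusted p = 0.054), Idh1 (0.195), Hsd17b7 (0.203) or Slc30a4 (0.316). The log2 fold change of Idh1 was -0.556 there, and -0.0818 in Tg S343D hearts against the first set.

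In the 6 littermate controls, replicate 3 of the second set lies above the others for Hsp90aa1, with a gap of 0.681 of the whole range, and for Retreg3, with 0.67, among 45 genes examined, of which chance gives about 1 in 20. Table S3 lists genes that rose, and the network map of Figure S1 has a colour for genes that fell. Here 18 probe sets were lower in Tg R211A hearts than in controls. In Tg S343D hearts, 12 of 84 splits gave at least 1 called probe set (highest other 7), so chance is not excluded for a count of 1, which leaves the call of Ilk itself (log2 fold change 2.54) untouched. The control sets differ in 2 probe sets and the other splits in 0, with 10 splits in all, too few to test chance.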

How the results depend on the processing

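Of the list tests, 526 of those called kept their call under an alternative and 83 lost it, and of those not called 1473 stayed so, 89 became called and 2 passed in the other direction. Called named genes kept their call in 677 cases and lost it in 182. For the counts, Tg R211A against controls gave 33 to 52 called probe sets leaving out each mouse, and 34 with arrays centred on their median, 48 after quantile normalization and 33 without the trend. With the t-test of the methods it gave 1628 unadjusted and 5 adjusted, and an unadjusted p with a fold of 1.5 gave 184. For Tg S343D against controls these were 902 unadjusted and 91 with a fold of 1.5, and 3 against the second control set. Between the lines, 10 to 28 were called leaving out each mouse (10 without Tg R211A replicate 3), 5 without the trend, 55 with array weights, 16 with only the 2 groups, 1853 unadjusted and 0 adjusted with the t-test, and 304 with a fold of 1.5. The control sets differed in 2 to 4 probe sets (4 without replicate 2 of the first set). Endoplasmic reticulum stress and unfolded protein response in R211A Tg against WT littermate passed at the preset correlation after quantile normalization (-0.0735), in the upper 30% (-0.0633), against the second set (-0.079) and without Tg R211A replicate 3, replicate 1 or 2 of the first set or replicate 1 or 3 of the second. With an estimated correlation its adjusted p was 0.413 against the second set and 0.698 against all controls. The median of this list ranged from -0.097 to -0.001 leaving out each mouse, and from -0.0802 to -0.0056 between the lines. Between the lines, 17 of 18 alternatives left its result the same, with a lowest adjusted p of 0.0354. Over the settings other than leaving out a mouse, its median there was between -0.0748 and 0.00374. The HSF1 target core passed in Tg S343D hearts against the second set (-0.0642, adjusted p = 0.0204, but adjusted p = 0.894 with an estimated correlation). It ranged from -0.0944 to -0.0344 leaving out each mouse, and 21 of 23 alternatives left its result the same. The 2 that passed in the other direction were immediate early genes in Tg R211A hearts (0.104, and -0.132 against the second set) and Mitochondrial oxidative phosphorylation in R211A Tg against WT littermate (median -0.000454 with a mean of 0.00455), which passed at -0.0526 without replicate 2 of that line and at 0.0335 without its replicate 3. The changes of the 2 lines correlated at 0.238 with shared controls, and at -0.0581 and -0.145 with separate ones, and simulated unchanged groups with shared controls gave 0.332. A block for replicate numbers gave 52 called probe sets, 43 of them shared, and the numbers do not pair the mice (median r -0.0182 for equal numbers). Apart from fewer mice or tests, the cause was not tested. Genes near background, such as Ifi202b, are limited by signal.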

Differences from the paper's values

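For Ifi202b the paper's reported fold change in Table S3 is 4.1, and the ratio here was 25.4, which is not a measured fold because the controls are near background (signal 2.37 ± 2.39, n = 6) and the probe set is below the filter. With 16 added to each signal before log2, set before the data were examined, it was 3.24 and no longer differed, while under the other alternatives run it was between 18.2 and 34.4 and differed.

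The paper names endoplasmic reticulum stress among the categories of upregulated genes. Here 0 of 33 listed genes rose and Atf6 fell, with a median log2 fold change of -0.0685 (-0.097 to -0.001 leaving out 1 mouse). At an unadjusted p under 0.05 2 were higher and 7 lower, while Herpud1 had 0.49 and the HSP70 and HSP110 family rose as a list. By limma, Atf6 was not called against the second control set alone (adjusted p = 0.117), nor through its other probe sets (adjusted p = 0.835 and 0.81). The paper's category comes from Gene Ontology enrichment, which was not analysed here.

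Table S3 and the text list as upregulated some genes that were not called here by their brightest probe set. Of these, St13 (adjusted p = 0.0197), Hspb1 (0.0171) and Hspa4l (0.0271) were called through another probe set. Against the first control set alone Dnajb1 (0.0366) and Myh7 (0.0169) were called, and against the second Ahsa2 (0.025). Dnaja1, Dnajb1 and P4ha1 were called without Tg R211A replicate 1, Hspb1 without replicate 2 of the second control set, P4ha1 and Hspa4l with a block for replicate numbers, Ahsa2 with array weights, and Ifi202b without the filter. Abhd3, Nabp1 and Hspe1 passed only when adjusted over the list alone, and Thrsp, Clu and Txnip under no setting run with adjusted p, with log2 fold changes of 0.36, 0.04 and 0.21. The paper gives a threshold of p < 0.05 for its list and names no adjustment for it, and the calls here are adjusted over all probe sets.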

Other observations

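In Tg S343D hearts, 5 gene lists passed camera's test against littermate controls at the preset correlation and 0 with an estimated correlation. Genes of oxidative phosphorylation had a median log2 fold change of -0.076 (38 measured, 0 called by limma and 0 at an unadjusted p under 0.05, adjusted p = 1.75e-07 for the list, but adjusted p = 0.905 with an estimated correlation). Genes of glycolysis had -0.095 (adjusted p = 0.000582), and both lists lost their call after quantile normalization (adjusted p = 0.432 and 0.0637). Markers of macrophages had 0.16 (adjusted p = 0.0082), interferon response genes 0.14 (adjusted p = 0.0194) and mesothelial and valve markers 0.26 (adjusted p = 0.00292), with adjusted p = 0.905 for each with an estimated correlation. The interferon list lost its call without 5 of 9 mice (Tg S343D replicate 2 or 3, replicate 3 of the first control set, replicate 1 or 3 of the second, adjusted p up to 0.748), and the macrophage list without Tg S343D replicate 2 or replicate 3 of the first set (up to 0.314). The mesothelial and glycolysis lists lost theirs without Tg S343D replicate 2 (0.123 and 0.0615). The genes that the naming rule takes by the smallest p, which did not pass, were Gpc3 (log2 fold change 0.81), Psmg4 (0.65), Klf11 (0.57), Akr1c14 (0.52), Lyrm4 (-0.62), Myot (-0.60), Ctnna3 (-0.51), Akr1e1 (-0.45) and Tmem131l (-0.41), each with adjusted p = 0.995.

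In Tg R211A hearts against controls, extracellular matrix genes had a median log2 fold change of 0.094 (adjusted p = 0.00255, but adjusted p = 0.564 with an estimated correlation). Leaving out 1 mouse moved it to between 0.0463 and 0.152. It was -0.012 against the first control set alone (adjusted p = 0.643) and 0.157 against the second (adjusted p = 2.8e-07, but adjusted p = 0.172 with an estimated correlation). NRF2 targets and other genes of oxidative stress had 0.14 (adjusted p = 0.00601, but adjusted p = 0.235 with an estimated correlation), and adjusted p = 0.178 without Tg R211A replicate 2. Their median was 0.0576 against the first control set alone (adjusted p = 0.1). Against the second it was 0.107 (adjusted p = 0.00122, but adjusted p = 0.169 with an estimated correlation). Ribosomal protein genes had 0.047 (adjusted p = 0.0224, but adjusted p = 0.728 with an estimated correlation), and the list lost its call without 5 of 9 mice (Tg R211A replicate 2, replicate 2 or 3 of the first control set, replicate 1 or 3 of the second, adjusted p up to 0.944, median from 0.0095 to 0.084).

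Between the lines, 16 of 34 lists passed at the preset correlation, 14 higher and 2 lower in Tg R211A hearts, and 4 with an estimated correlation, which were the HSF1 target core, the HSP70 and HSP110 family and the lists taken from Table S3 and the paper's text. Apart from the heat shock lists, macrophage markers and immediate early genes, those that passed only at the preset correlation (adjusted p from 0.325 to 0.633 with an estimated correlation) were oxidative phosphorylation (median 0.087, adjusted p = 1.71e-05), glycolysis (0.089, adjusted p = 0.000293), ribosomal proteins (0.066, adjusted p = 0.000361), interferon response (-0.19, adjusted p = 0.00519), fetal cardiac genes (0.10, adjusted p = 0.0193), focal adhesion with the partners of ILK (0.048, adjusted p = 0.0193) and NRF2 targets (0.13, adjusted p = 0.0247). Each lost its call without single mice: oxidative phosphorylation and glycolysis without Tg R211A replicate 2 (adjusted p = 0.149 and 0.0527), ribosomal proteins and NRF2 targets without Tg R211A replicate 2 or Tg S343D replicate 3 (up to 0.141 and 0.276), and interferon response without Tg R211A replicate 1 or Tg S343D replicate 3 (up to 0.304). Fetal cardiac genes lost it without Tg R211A replicate 1 or 2 or Tg S343D replicate 3 (up to 0.137), and focal adhesion without Tg R211A replicate 1 or 2 or Tg S343D replicate 2 (up to 0.174). After quantile normalization these lists no longer passed except interferon response, and the median of oxidative phosphorylation was below 0. The focal adhesion list includes Ilk itself, which was the only 1 of its 28 measured genes that limma called.

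The 2 control sets differed in Nr4a1, an immediate early gene, which was lower in the first set by a log2 difference of -1.86, and in Tmem267, at 1.24 (adjusted p = 0.00429 for both from limma), with 1800 probe sets at an unadjusted p under 0.05. The second principal component, with 12.7% of the variance, separated hearts 1 to 6 (lowest 0.265) from hearts 7 to 12 (highest -3.48), which was noticed after the values were seen. A test of whether each control set resembles the line in its range of heart numbers gave 3 of 20 assignments as large (exact permutation test, p = 0.15). The heart labelled male had a log2 signal of Xist of 9.49, within the range of 9.46 to 9.76 of the others, and a signal of 4.47 for the Y-linked Eif2s3y, within 0.636 to 8.17 of the others. Neither gene sets this heart apart from those labelled female, so these values do not bear out its label.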
